# Long noncoding RNA licensing of obesity-linked hepatic lipogenesis and NAFLD pathogenesis

**DOI:** 10.1038/s41467-018-05383-2

**Published:** 2018-07-30

**Authors:** Xu-Yun Zhao, Xuelian Xiong, Tongyu Liu, Lin Mi, Xiaoling Peng, Crystal Rui, Liang Guo, Siming Li, Xiaoying Li, Jiandie D. Lin

## Abstract

Hepatic lipogenesis is aberrantly induced in nonalcoholic fatty liver disease (NAFLD) via activation of the LXR-SREBP1c pathway. To date, a number of protein factors impinging on the transcriptional activity of LXR and SREBP1c have been elucidated. However, whether this regulatory axis interfaces with long noncoding RNAs (lncRNAs) remains largely unexplored. Here we show that hepatic expression of the lncRNA Blnc1 is strongly elevated in obesity and NAFLD in mice. Blnc1 is required for the induction of SREBP1c and hepatic lipogenic genes in response to LXR activation. Liver-specific inactivation of Blnc1 abrogates high-fat diet-induced hepatic steatosis and insulin resistance and protects mice from diet-induced nonalcoholic steatohepatitis. Proteomic analysis of the Blnc1 ribonucleoprotein complex identified EDF1 as a component of the LXR transcriptional complex that acts in concert with Blnc1 to activate the lipogenic gene program. These findings illustrate a lncRNA transcriptional checkpoint that licenses excess hepatic lipogenesis to exacerbate insulin resistance and NAFLD.

## Abstract (web summary)

The LXR-SREBP1c pathway promotes hepatic lipogenesis that is deregualted in fatty liver disease. Here the authors show that the long noncoding RNA Blnc1 contributes to the development of obesity-driven steatosis by enabling SREBP1c trascriptional activity in response to LXR activation.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is a prevalent hepatic manifestation of the metabolic syndrome that ranges from simple steatosis to nonalcoholic steatohepatitis (NASH)^1–3^. The latter is characterized by the presence of persistent liver injury, chronic inflammation, and varying degree of liver fibrosis. It is estimated that over a third of the adult population in the U.S. have fatty liver with approximately 5–10% of these individuals further progressing into NASH. Patients with NASH have increased risk for end-stage liver disease such as cirrhosis and hepatocellular carcinoma. NAFLD is rapidly emerging as a leading indication for adult liver transplantation due to its increasing prevalence worldwide and a lack of effective therapies^4^. Several pathogenic mechanisms have been implicated in NAFLD pathogenesis, including insulin resistance, mitochondrial dysfunction, lipotoxicity, and endotoxin exposure^5–8^. Among these, the pathophysiological factors that drive excess liver fat accumulation are considered to play a central role in initiating and perpetuating the cascade of NAFLD pathologies. Recent work has revealed endocrine signaling by adipocyte-derived secreted factors as an important checkpoint for hepatic lipogenesis and NASH pathogenesis^9–11^.

Previous studies have established a close association between obesity and aberrant stimulation of hepatic lipogenesis^12,13^. Together with elevated lipid flux as a result of adipose tissue dysfunction, this increase of de novo lipid synthesis aggravates hepatic steatosis in the insulin resistant state. Liver X receptor (LXR) and sterol regulatory element-binding protein 1c (SREBP1c) are central regulators of the hepatic lipogenic gene program^14,15^. Key protein components of the LXR-SREBP1c pathway have been uncovered that mediate transcriptional activation by LXRs and nutrient and hormonal regulation of SREBP1c. However, whether the LXR-SREBP1c axis interfaces with long noncoding RNAs (lncRNAs), an emerging class of metabolic regulators, remains largely unknown.

Similar to protein-coding genes, many lncRNAs exhibit restricted tissue distribution and are tightly regulated by developmental and physiological signals^16,17^. Recent transcriptomic studies have revealed tissue-specific repertoires and regulation of lncRNA expression in adipose tissue and the liver^18–20^. Several lncRNAs, including brown fat-enriched lncRNA 1 (Blnc1) and lnc-BATE1, have been demonstrated to regulate thermogenic adipocyte differentiation, while liver-specific triglyceride regulator (lncLSTR) and LeXis are lncRNA regulators of bile acid and cholesterol biosynthesis, respectively^21,22^. In this study, we demonstrate that Blnc1 is a component of the LXR transcriptional complex that is required for SREBP1c induction and hepatic lipogenic activation in obesity. CRISPR/Cas9-mediated liver-specific inactivation of Blnc1 abrogates HFD-induced hepatic steatosis and insulin resistance and protects mice from diet-induced NASH.

## Results

### Hepatic Blnc1 is elevated in obesity and promotes de novo lipogenesis

We previously demonstrated that the conserved lncRNA Blnc1 regulates brown and beige adipocyte differentiation and thermogenesis^20,23^. Interestingly, abundant Blnc1 expression was observed in the liver, estimated to be approximately 120 copies per mouse hepatocyte (Supplementary Fig. 1a,b), raising the possibility that it may orchestrate distinct metabolic responses in a tissue-specific manner. To explore this, we first examined whether hepatic Blnc1 expression is altered in diet-induced and genetic obese mice. Quantitative PCR (qPCR) analysis revealed that Blnc1 expression was significantly elevated in the livers from high-fat diet (HFD) fed mice and leptin-deficient (ob/ob) and leptin receptor-deficient (db/db) obese mice (Fig. 1a). This increased expression of Blnc1 was associated with induction of *Srebp1c*, a master regulator of lipogenesis, and elevated expression of lipogenic genes, including fatty acid synthase (*Fasn*) and stearoyl-CoA desaturase 1 (*Scd1*) (Supplementary Fig. 1c). In a cohort of HFD-fed wild-type (WT) C57BL/6 mice exhibiting different degree of weight gain, hepatic Blnc1 expression strongly correlated with obesity and liver triglyceride (TAG) content (Fig. 1b). The low weight gainers had lower Blnc1 expression in the liver compared to those exhibiting more pronounced adiposity following HFD feeding. These results demonstrate that liver Blnc1 expression is strongly linked to obesity and hepatic steatosis.

**Fig. 1:**
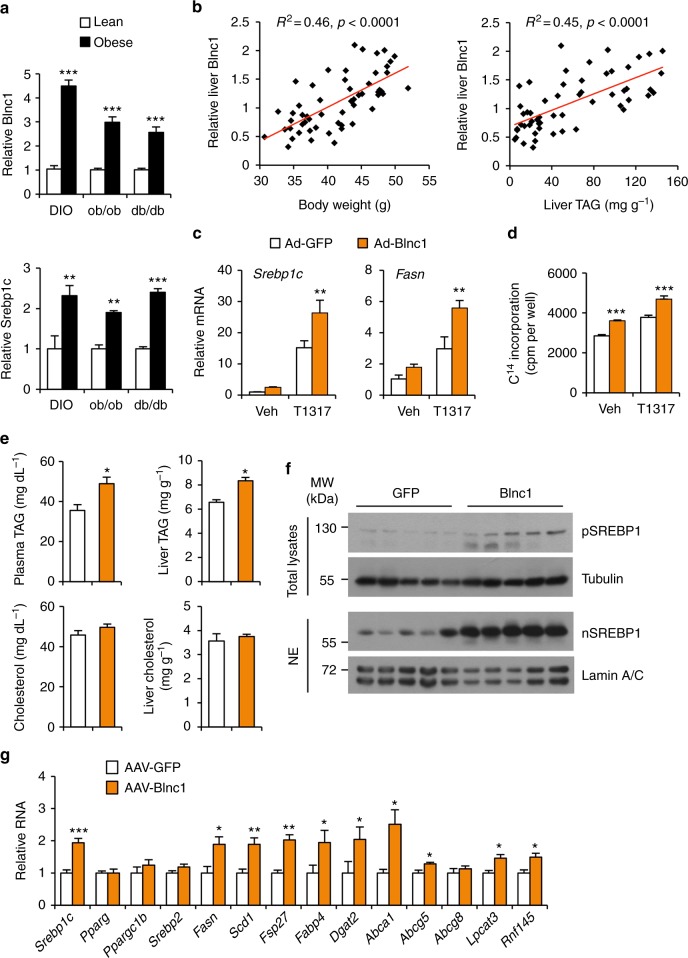
Hepatic Blnc1 is linked to obesity and lipogenic activation. **a** qPCR analysis of Blnc1 and *Srebp1c* expression in the livers from lean (open) and obese (filled) mice. For diet-induced obesity (DIO), WT mice were fed chow (*n* = 4) or HFD (*n* = 12) for 10 weeks. For genetic obesity, WT (*n* = 5), ob/ob (*n* = 3), or db/db (*n* = 6) mice were fed standard chow. Data represent mean ± SEM. **p < 0.01, ***p < 0.001, obese vs. lean, two-tailed unpaired Student’s *t*-test. **b** Correlation between liver Blnc1 RNA levels and body weight (left) or liver fat content (right) in HFD-fed mice. **c** qPCR analysis of gene expression in hepatocytes transduced with GFP (open) or Blnc1 (filled) adenovirus followed by treatment with vehicle (Veh) or 5 μM T0901317 (T1317) for 24 h. **d** Incorporation of ^14^C-acetate into lipids in transduced hepatocytes treated with Veh or T1317 for 24 h. Data in (**c**) and (**d**) represent mean ± SD (*n* = 3). **p < 0.01, ***p < 0.001, GFP vs. Blnc1, two-way ANOVA. **e** Plasma and liver TAG and cholesterol in mice transduced with AAV vectors expressing GFP (*n* = 5) or Blnc1 (*n* = 7). **f** Immunoblots of total liver lysates and liver nuclear extracts (NE) from transduced mice. **g** qPCR analysis of hepatic gene expression in transduced mice. Data in (**e**) and (**g**) represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, GFP vs. Blnc1, two-tailed unpaired Student’s *t*-test

Whether lncRNAs play a role in physiological regulation of hepatic lipogenesis and NAFLD pathogenesis has not been established. We next tested the hypothesis that Blnc1 may serve as a lncRNA regulator of hepatic lipid metabolism. Adenoviral overexpression of Blnc1 in primary hepatocytes significantly augmented the induction of *Srebp1c* and *Fasn* by T0901317, a synthetic LXR agonist (Fig. 1c). In accordance, the incorporation of ^14^C-labeled acetate into lipids was significantly increased by Blnc1 overexpression under basal condition and following LXR agonist treatments (Fig. 1d). We did not observe an effect of Blnc1 overexpression and shRNA knockdown on mechanistic target of rapamycin (mTOR)-Ser/Thr protein kinase AKT signaling in cultured hepatocytes, which acts upstream to promote de novo lipogenesis^24,25^ (Supplementary Fig. 2a). We generated a recombinant adeno-associated virus (AAV) expressing Blnc1 under control of the liver-specific thyroid-binding globulin (TBG) promoter to probe its effects on hepatic lipogenesis in mice. Similar to adipocytes^20^, Blnc1 is primarily localized in the nucleus of hepatocytes (Supplementary Fig. 2b). Compared to GFP control, mice transduced with AAV-Blnc1 had significantly elevated levels of TAG, but not cholesterol, in their plasma and livers (Fig. 1e). Immunoblotting and qPCR analyses revealed that Blnc1 robustly induced the precursor and the processed nuclear isoforms of SREBP1 and the expression of genes responsible for de novo lipogenesis and lipid storage, including *Srebp1c*, *Fasn*, *Scd1*, *Fsp27*, *Dgat2*, and *Fabp4* (Fig. 1f, g). In addition, Blnc1 induced mRNA expression of several other LXR target genes (*Abca1*, *Abcg5*, *Lpcat3*, and *Rnf145*). These results indicate that Blnc1 is sufficient to stimulate de novo lipogenesis in cultured hepatocytes and in vivo in the liver.

### Blnc1 is required for LXR-mediated activation of hepatic lipogenesis

Our observations that Blnc1 acts in concert with LXR raise the possibility that it may function as a critical lncRNA component of the transcriptional regulatory network that drives hepatic lipogenesis. To determine whether Blnc1 is required for LXR-mediated lipogenic induction in vivo, we generated whole body Blnc1 knockout (KO) mice using CRISPR/Cas9 (Supplementary Fig. 3a–c), and gavaged WT and Blnc1 KO mice daily with vehicle or T0901317 for a total of 4 days. LXR agonist treatment stimulated lipogenic gene expression in the liver, leading to hepatic steatosis and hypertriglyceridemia in mice (Fig. 2a–c), similar to previous findings^26^. Remarkably, LXR agonist-induced rise in plasma TAG and hepatic steatosis was significantly blunted by Blnc1 deficiency. Plasma and liver cholesterol levels were largely unaffected by Blnc1 inactivation (Supplementary Fig. 4a). Hepatic gene expression analysis indicated that Blnc1 inactivation significantly diminished mRNA induction of *Srebp1c*, *Fasn*, *Scd1*, *Fsp27*, *Abca1*, and *Abcg5* (Fig. 2c and Supplementary Fig. 4b). The induction of SREBP1 protein expression by LXR agonist was also attenuated in Blnc1 KO mouse livers (Fig. 2d). Hepatic lipogenesis is highly inducible in response to feeding. While liver Blnc1 expression remained similar under different feeding conditions, its deficiency impaired refeeding-induced lipogenic gene expression, leading to lower plasma TAG levels (Supplementary Fig. 5).

**Fig. 2:**
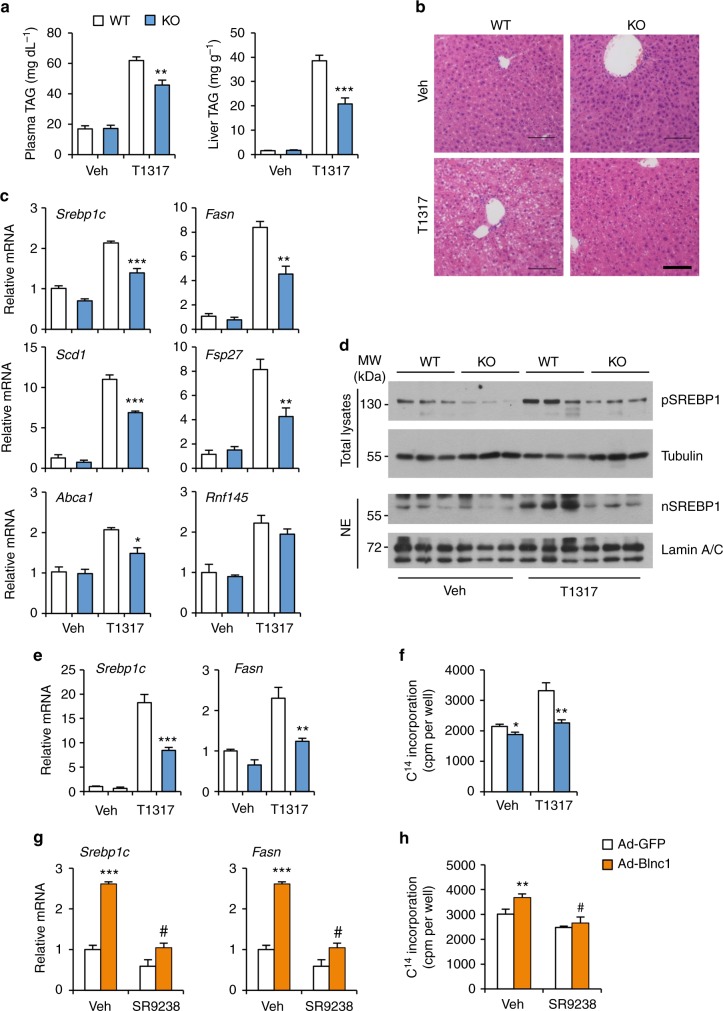
Blnc1 is required for LXR-mediated lipogenic activation. **a** Plasma and liver TAG content from WT or Blnc1 KO mice receiving oral gavage of vehicle (Veh, open, WT, *n* = 4; KO, *n* = 3) or T0901317 (T1317, filled, WT, *n* = 3; KO, *n* = 4) for 4 days. **b** H&E staining of liver sections. Scale bar = 100 μm. **c** qPCR analysis of hepatic gene expression. Data in (**a**) and (**c**) represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, WT vs. KO, two-way ANOVA. **d** Immunoblots of total liver lysates and liver nuclear extracts. **e** qPCR analysis of gene expression in WT and Blnc1 KO hepatocytes treated with vehicle (Veh) or 5 μM T1317 for 24 h. **f** Incorporation of ^14^C-acetate into lipids in hepatocytes treated with Veh or T1317. Data in (**e**, **f**) represent mean ± SD (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, WT vs. KO, two-way ANOVA**. g** qPCR analysis of gene expression in hepatocytes transduced with GFP or Blnc1 adenovirus treated with Veh or 10 μM SR9238 for 24 h. **h** Incorporation of ^14^C-acetate into lipids in treated hepatocytes. Data in (**g**) and (**h**) represent mean ± SD (*n* = 3). **p < 0.01, ***p < 0.001, GFP vs. Blnc1, ^#^*p* < 0.001, Veh vs. SR9238, two-way ANOVA

As Blnc1 is known to regulate brown fat thermogenesis, it is important to establish that it exerts its effects on hepatic lipogenesis through a cell-autonomous mechanism. We performed LXR agonist treatments in primary hepatocytes isolated from WT and Blnc1 null mice. Similar to in vivo studies, LXR-mediated lipogenic response was significantly impaired in Blnc1-deficient hepatocytes, resulting in lower incorporation of ^14^C-labeled acetate into lipids (Fig. 2e, f). These results strongly suggest that Blnc1 and LXR may act in concert to elicit a full lipogenic response in hepatocytes. In support of this, treatment of hepatocytes with SR9238, a potent and selective LXR inverse agonist^27^, significantly diminished the stimulatory effects of Blnc1 on lipogenic gene expression and lipid synthesis (Fig. 2g, h). The reciprocal dependence between Blnc1 and LXR illustrates a critical role of lncRNA-protein crosstalk in governing hepatic lipid metabolism.

### Liver-specific inactivation of Blnc1 protects mice from diet-induced metabolic disorders

Whole body Blnc1 deficiency likely perturbs energy metabolism in adipose tissue and the liver given its prominent role in the regulation of brown and beige fat thermogenesis. To address this, we developed a new method to generate liver-specific Blnc1 KO (LKO) mice using CRISPR/Cas9. Recently, a transgenic mouse strain constitutively expressing Cas9 was generated for in vivo gene editing in mice^28^. We generated a recombinant adenoviral vector expressing two single-guide RNAs (sgRNAs) designed using a CRISPR design tool (http://crispr.mit.edu/)^29^. We transduced Cas9 transgenic mice with this sgRNA adenoviral vector to specifically ablate Blnc1 in the liver (Fig. 3a). As expected, adenoviral sgRNA expression resulted in liver-specific inactivation of Blnc1 without affecting mRNA expression of the adjacent gene progesterone and adipoQ receptor family member 9 (*Paqr9*) (Supplementary Fig. 6a–c). We observed that Blnc1 expression was reduced by approximately 55% in the liver, but not in other tissues, such as adipose tissue, skeletal muscle, and the brain. We suspected that this moderate reduction of Blnc1 might be due to its expression in non-parenchymal cells (NPC) in the liver, which are poorly transduced by adenovirus. In support of this, we found that sgRNA-mediated deletion of Blnc1 reached approximately 80% in fractionated hepatocytes (Supplementary Fig. 6b). In contrast, Blnc1 expression in the NPC fraction remained largely unaltered. As such, adenoviral sgRNA expression in Cas9 transgenic mice is an effective method to conditionally inactivate Blnc1 in the liver.

**Fig. 3:**
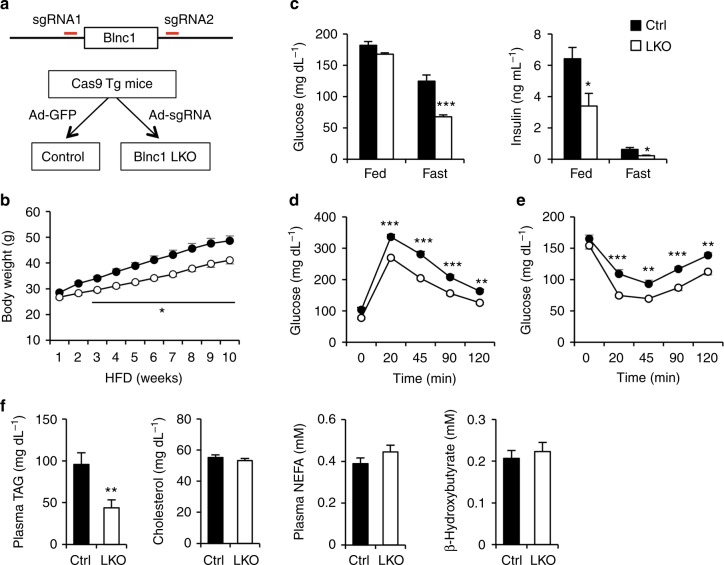
Liver-specific inactivation of Blnc1 alleviates diet-induced obesity. **a** A schematic of the strategy for the generation of Blnc1 LKO mice using CRISPR/Cas9. Adenoviral expression of sgRNAs in Cas9 transgenic mice results in liver-specific deletion of Blnc1. **b** Body weight of control (ctrl, filled, *n* = 8) and LKO (open, *n* = 11) mice fed HFD for 10 weeks. Data represent mean ± SEM. *p < 0.01, ctrl vs. LKO, two-way ANOVA with multiple comparisons. **c** Blood glucose (left) and plasma insulin (right) concentrations in ctrl (*n* = 9) and LKO (*n* = 9) mice after HFD feeding for 17 weeks (fast) and 19 weeks (fed). **d**, **e** GTT (**d**) and ITT (**e**) in ctrl (filled, *n* = 9) and LKO (open, *n* = 9) mice fed HFD for 8 and 9 weeks, respectively. Data represent mean ± SEM. **p < 0.01, ***p < 0.001; ctrl vs. LKO, two-way ANOVA with multiple comparisons. **f** Plasma parameters in mice fed HFD for 19 weeks. Data in (**c**) and (**f**) represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001; ctrl vs. LKO, two-tailed unpaired Student’s *t*-test

We next determined whether Blnc1 is causally linked to hepatic lipogenic activation in obesity. We transduced Cas9 transgenic mice with control (GFP) or Blnc1 sgRNA adenovirus via tail vein and subjected them to HFD feeding 3 weeks after transduction. Upon HFD feeding, Blnc1 LKO mice exhibited moderate resistance to diet-induced weight gain with approximately 15% lower body weight than control (Fig. 3b and Supplementary Fig. 7a). Fasting blood glucose and plasma insulin levels were significantly lower in Blnc1 LKO mice (Fig. 3c), suggesting that liver-specific inactivation of Blnc1 protects mice from HFD-induced insulin resistance. Accordingly, glucose tolerance test (GTT) and insulin tolerance test (ITT) revealed that HFD-fed Blnc1 LKO mice exhibited improved glucose tolerance and enhanced insulin sensitivity (Fig. 3d, e). Compared to control, plasma TAG level was lower in the LKO group, whereas total plasma cholesterol, non-esterified fatty acids (NEFA) and β-hydroxybutyrate concentrations remained similar between two groups (Fig. 3f).

We next examined how hepatocyte Blnc1 inactivation modulates the progression of HFD-induced hepatic steatosis. Liver mass and hepatic TAG and cholesterol content were significantly reduced in Blnc1 LKO mice following HFD feeding (Fig. 4a, b and Supplementary Fig. 7a). While BAT mass is slightly decreased, no significant difference in eWAT weight was observed between two groups (Supplementary Fig. 7b). Consistent with an important role of Blnc1 as an upstream activator of the SREBP1 pathway, protein levels of the precursor and nuclear isoforms of SREBP1 were greatly reduced by Blnc1 inactivation (Fig. 4c). Analysis of hepatic gene expression indicated that mRNA levels of key genes involved in lipogenesis, including *Srebp1c*, *Pparγ*, *Gck*, *Fasn*, *Scd1*, *Fabp4*, *Dgat2*, *Fsp27*, and *Apoa4*, were significantly decreased (Fig. 4d). Blnc1 deficiency also attenuated the expression of genes involved in inflammatory response and cytokine/chemokine signaling, including *Adgre1, Ccl2, Ccr2, Cx3cr1, Lnc2*, and *Mmp12*. To rule out the possibility that Blnc1 sgRNA expression may affect hepatic lipogenesis, we transduced WT mice with GFP or sgRNA adenovirus and subjected them to HFD feeding. We did not observe significant effects of sgRNA expression on diet-induced weight gain and insulin resistance (Supplementary Fig. 7c–e).

**Fig. 4:**
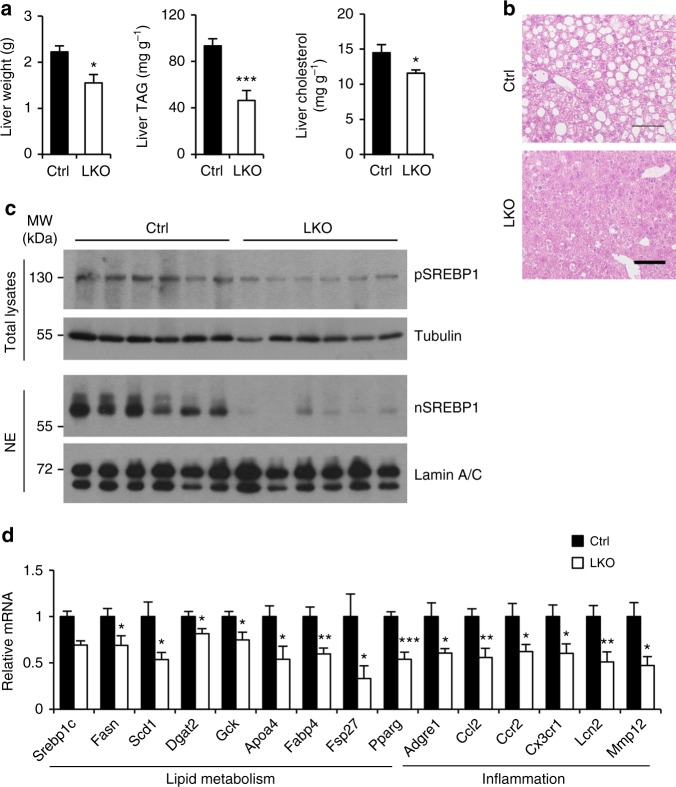
Liver-specific inactivation of Blnc1 attenuates hepatic lipogenesis and preserves metabolic health. **a** Liver weight, TAG, and cholesterol content in ctrl (filled, *n* = 9) and LKO (open, *n* = 9) mice fed HFD for 19 weeks. **b** H&E staining of liver sections. Scale bar = 100 μm. **c** Immunoblots of total liver lysates and liver nuclear extracts. **d** qPCR analysis of hepatic gene expression. Data in (**a**) and (**d**) represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001; ctrl vs. LKO, two-tailed unpaired Student’s *t*-test

Previous studies have demonstrated that hepatic lipogenesis is closely linked to adiposity and systemic metabolic physiology. Liver-specific transgenic expression of the transcriptionally active form of SREBP1c exacerbates hepatic steatosis and diet-induced weight gain^30,31^, whereas inhibition of this pathway elicits beneficial metabolic effects^32,33^. We next performed metabolic cage studies to determine how hepatic Blnc1 inactivation influences whole body energy metabolism. Blnc1 LKO mice exhibited elevated VO_2_ and energy expenditure rate that were accompanied by increased food intake and locomotor activity (Fig. 5a, b). Consistently, brown fat from Blnc1 LKO mice contained less fat and exhibited increased thermogenic gene expression (Fig. 5c, d). It is possible that hepatic Blnc1 inactivation may alter the secretion of liver-derived endocrine factors that regulate brown fat function; however, mRNA expression of the hepatokines Fgf21 and Gdf15 remained largely unaltered (Supplementary Fig. 7f). Together, these results demonstrate that Blnc1 is required for obesity-linked lipogenic activation and the development of HFD-induced insulin resistance and hepatic steatosis.

**Fig. 5:**
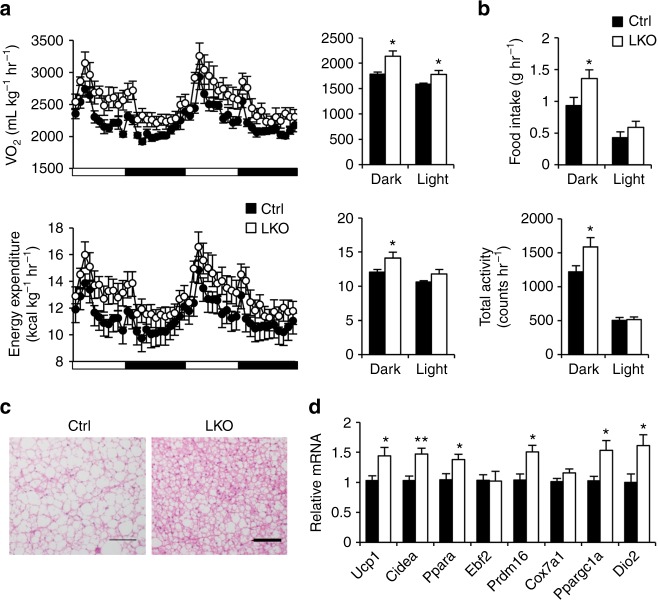
Hepatic ablation of Blnc1 stimulates thermogenesis and energy expenditure. **a**, **b** VO_2_ and energy expenditure (**a**), food intake and total activity (**b**) in ctrl (filled, *n* = 8) and LKO (open, *n* = 8) mice fed HFD for 15 weeks. Data in (**a**) and (**b**) represent mean ± SEM. *p < 0.05; ctrl vs. LKO, two-tailed unpaired Student’s *t*-test. **c** H&E staining of BAT section from HFD-fed mice. Scale bar = 100 μm**. d** qPCR analysis of brown fat gene expression in HFD-fed ctrl (filled, *n* = 9) and LKO (open, *n* = 9) mice. Data represent mean ± SEM. *p < 0.05, **p < 0.01; ctrl vs. LKO, two-tailed unpaired Student’s *t*-test

### Hepatic Blnc1 deficiency ameliorates NASH pathogenesis

The observations that Blnc1 exerts powerful effects on hepatic lipid metabolism and inflammatory response raised an intriguing possibility that Blnc1 may be an important regulator of NASH pathogenesis. In addition to hepatic steatosis, the hallmarks of NASH include liver injury, chronic inflammation, and fibrosis. We recently demonstrated that a diet containing fructose, trans fats, and cholesterol was highly effective in recapitulating key features of human NASH in mice^9^. A remarkable aspect of this model is that NASH progression occurs in the context of obesity and insulin resistance, which more closely resembles human NASH compared to the commonly used methionine/choline deficient diet. qPCR analysis indicated that hepatic Blnc1 expression was elevated in mice following NASH diet feeding (Fig. 6a). To determine whether hepatic Blnc1 modulates diet-induced NASH, we fed control and Blnc1 LKO mice NASH diet for 24 weeks and monitored NASH parameters. Consistent with HFD feeding, we observed that liver mass and plasma and liver TAG and cholesterol levels were significantly lower in Blnc1 LKO mice (Fig. 6b, c). The mice also had reduced total plasma cholesterol. Measurements of plasma alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels revealed that Blnc1 LKO mice had approximately 39% and 33% reduction of these liver injury markers, respectively, compared to control (Fig. 6d). Further, Sirius red staining of liver sections indicated that Blnc1 LKO mice exhibited markedly improved fibrosis with a corresponding reduction of liver hydroxyproline content by approximately 39% (Fig. 6e, f). TUNEL staining revealed that the presence of apoptotic cells was significantly reduced as a result of Blnc1 inactivation (Fig. 6g).

**Fig. 6:**
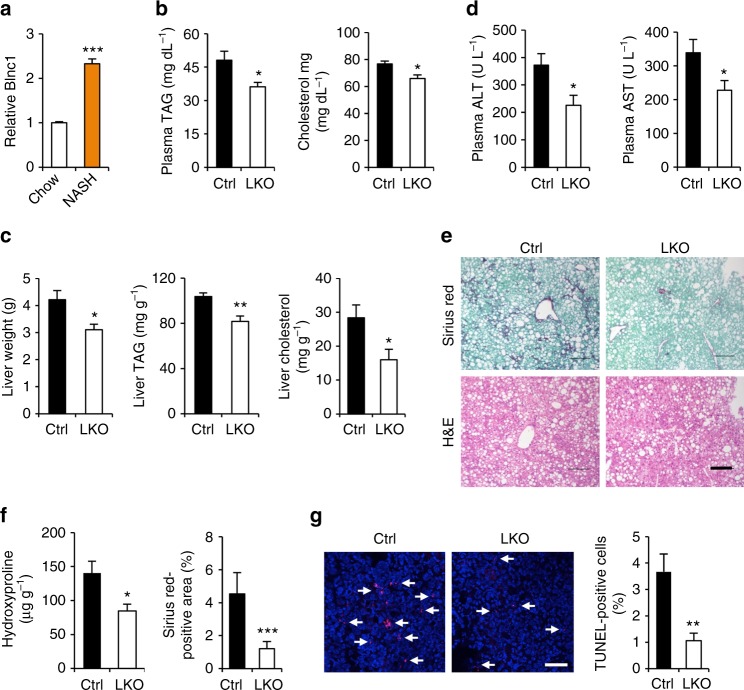
Blnc1 inactivation ameliorates diet-induced NASH. **a** Blnc1 expression in mice fed chow (*n* = 3) or NASH (*n* = 3) diet for 6 months. Data represent mean ± SEM. ***p < 0.001, chow vs. NASH, two-tailed unpaired Student’s *t*-test. (**b**–**d**) Plasma lipids (**b**), liver weight, TAG and cholesterol content (**c**) and plasma ALT and AST levels (**d**) in ctrl (filled, *n* = 6) and LKO (open, *n* = 6) mice fed NASH diet for 24 weeks. **e** H&E and Sirius red staining of liver sections. Scare bar = 100 μm. **f** Liver hydroxyproline content and quantitation of Sirius red-positive area in **e**. **g** TUNEL staining and quantitation (scale bar = 100 μm). Data in (**b**–**d**), (**f**) and (**g**) represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Ctrl vs. LKO, two-tailed unpaired Student’s *t*-test

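Liver RNA from 6 mice fed the NASH diet for 24 weeks, 3 control and 3 Blnc1 LKO, was sequenced after polyA selection. The authors aligned the reads to the mouse reference genome (mm10) with STAR, counted the reads on each gene with HTSeq, and tested differential expression with DESeq2. Their deposited table gives 1 value per liver for each of 17460 gene symbols. The values are gene counts divided by a size factor for each liver, so they carry the authors' scaling between livers and no correction for gene length. In every liver, 100% of the values were whole multiples of the value of 1 read, which allowed the reads to be recovered. Control livers had 79503092, 69457633 and 70162887 reads on the listed genes. Blnc1 LKO livers had 65384969, 75979374 and 89350181. The most abundant gene, Alb, took at most 5.98% of the reads of any liver. Pairs of livers within a group differed by more than counting noise, with a chi-square per degree of freedom from 20.8 to 70.0 over genes with at least 10 reads in both livers, and each liver was counted as 1 replicate. The groups were compared with limma on log2(value + 1) over the 17297 genes with a value of at least 1 in at least 3 livers, with Benjamini-Hochberg adjustment. Fold changes are on this log2(value + 1) scale, which understates the change of low genes. An exact permutation test of a single gene between 3 and 3 livers cannot give a p below 0.1, so adjusted p-values from limma are given instead.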

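The table lists no gene named Blnc1. RefSeq gives Blnc1 as another name of Paqr9, a gene on the + strand of chromosome 9 (GRCm38, 95559657 to 95568023). Its normalized values were 16950, 18810 and 15156 in control livers and 18268, 15663 and 20027 in Blnc1 LKO livers, a log2 fold change of 0.08 (standard error 0.11) that was smaller than the spread between replicates (adjusted p = 0.978, limma). The value listed for Paqr9 does not separate Blnc1 reads from other Paqr9 reads, and the loss of Blnc1 was not measured here. Over all genes, 1 gene passed an adjusted p under 0.05 in limma, and it was higher in Blnc1 LKO livers. At an unadjusted p under 0.05 there were 983 genes, 509 higher and 474 lower, where 865 would be reached by chance. The 3 Blnc1 LKO values lay all above or all below the 3 control values for 1839 of the 17297 genes (10.6%), against the 10% that chance gives for 3 livers against 3. Among the other tests tried, DESeq2 on the recovered reads moved the count most, to 84 genes at an adjusted p under 0.05. Of these, 46 were higher and 38 lower. The gene called by limma was Hamp, which encodes hepcidin and lies on chromosome 7 (GRCm38, 30942368 to 30944032). Hamp rose from 14080 ± 810 (SD, n = 3 livers) in control to 24160 ± 648 (SD, n = 3) in Blnc1 LKO livers, a log2 fold change of 0.78 (standard error 0.061, adjusted p = 0.0123, limma). Reads of Hamp can be shared with its paralog Hamp2, chosen after its values were seen, whose log2 fold change was −0.67 (standard error 0.62). The genes of next smallest p among those that rose in all 3 Blnc1 LKO livers were Nxpe2, Fbxo21, Mbd1 and Cdcp1. Their log2 fold changes ranged from 0.43 to 0.69, and none passed the adjustment in limma (adjusted p from 0.263 to 0.548) or in edgeR. DESeq2 on the recovered reads called all of them (adjusted p from 1.3e-05 to 0.0060). Cdcp1 had the largest rise of these, from 200 ± 23.9 (SD, n = 3) to 323 ± 34.9 (SD, n = 3). The corresponding genes that fell were Sprr1a, Limch1, Slc3a1, Mmd2 and Gbp2 (adjusted p from 0.199 to 0.355, limma). These too were called by DESeq2 (adjusted p from 4.4e-08 to 8.4e-04) and not by edgeR. Clec3b, named after its values were seen, had a smaller p (adjusted p = 0.0516, limma) and was left out at a mean of 0.943 CPM. Sprr1a had 766 ± 34.1 in control and 379 ± 81.7 in Blnc1 LKO livers (SD, n = 3 each), with a log2 fold change of −1.03. Mmd2 had 1159 ± 286 and 471 ± 102 (SD, n = 3 each), with a log2 fold change of −1.29. With each liver left out in turn, the log2 fold change of Hamp stayed between 0.73 and 0.82, but Hamp passed in 3 of these 6 fits (adjusted p from 0.0213 to 0.188, limma). Hamp did not pass in limma with the replicate number as a block (adjusted p = 0.0758).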

To interrogate the global effects of Blnc1 deficiency on the liver transcriptome, we performed RNA sequencing analysis and identified a list of genes that were upregulated or downregulated following Blnc1 inactivation (Fig. 7a and Supplementary Table 1). Gene ontology analysis indicated that the downregulated genes were enriched for collagen fibril organization, angiogenesis, cell adhesion, lipogenesis, and cell death, pathways linked to liver injury and fibrosis (Fig. 7b). 

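For each category labelled in Fig. 7b, a set of genes was written from gene names before the data were examined, and its genes were compared with all other genes by limma's camera test, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 11 sets. The authors' enrichment was made with DAVID on their list of genes. They found these categories in the same livers, so a set that passes here is not independent support for its category. The adjustment covers these 11 sets alone. With all 6 livers, the largest shift among the categories of downregulated genes was for angiogenesis. Of its 54 genes, 44 were lower in Blnc1 LKO livers, with a mean log2 fold change of −0.12 (adjusted p = 3.1e-07, camera). With each liver left out in turn, this mean ranged from −0.173 to −0.065. The range for fatty acid biosynthesis genes was −0.157 to −0.041, so this rank is not settled. Of the 66 collagen fibril genes, 42 were lower and 16 of these had an unadjusted p under 0.05, whereas 4 genes had an unadjusted p under 0.05 and were higher. The mean log2 fold change of this set was −0.017 (adjusted p = 6.8e-05, camera), pulled up by low genes such as Col6a4, chosen after its values were seen, which had a mean value of 0.36 in control and 2.65 in Blnc1 LKO livers. With a pseudocount of 0.1, the mean of the collagen fibril genes changed sign to 0.039, and over genes with at least 10 reads in every liver it was −0.136. Cell adhesion genes had a mean log2 fold change of −0.0041, with 64 of 108 genes lower (adjusted p = 0.0092, camera). Glycolysis genes (18 of 22 lower) and fatty acid biosynthesis genes (22 of 32 lower) had means of −0.093 and −0.099 (adjusted p = 0.0032 and 0.0053, camera). The apoptosis set did not pass, with a mean of −0.035 and 35 of 53 genes lower (adjusted p = 0.153, camera). In none of these 6 sets did all 3 Blnc1 LKO livers lie below every control liver, and for the collagen fibril genes Blnc1 LKO replicate 2 lay 0.14 above the control mean. The choice that moved these results most was the inter-gene correlation. With the correlation estimated for each set from the 6 livers, no set passed, with adjusted p from 0.336 to 0.371 (camera). Members of small p were chosen after their values were seen. Col5a2 fell from 2128 ± 229 to 1597 ± 141, Anxa2 from 16593 ± 813 to 12173 ± 2112, Nid2 from 655 ± 20.0 to 474 ± 53.5, and Jun from 4495 ± 181 to 3204 ± 862 (SD, n = 3 livers each). None passed the adjustment over all genes in limma (adjusted p from 0.548 to 0.791) or in edgeR. DESeq2 on the recovered reads called Col5a2, Anxa2 and Nid2 (adjusted p from 0.0175 to 0.0288). DESeq2 with the replicate number as a block and shrunken fold changes called Anxa2 and Jun (adjusted p = 0.00565 and 0.0373). The paper describes the categories of downregulated genes as linked to liver injury and fibrosis.

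**Figure D1:**
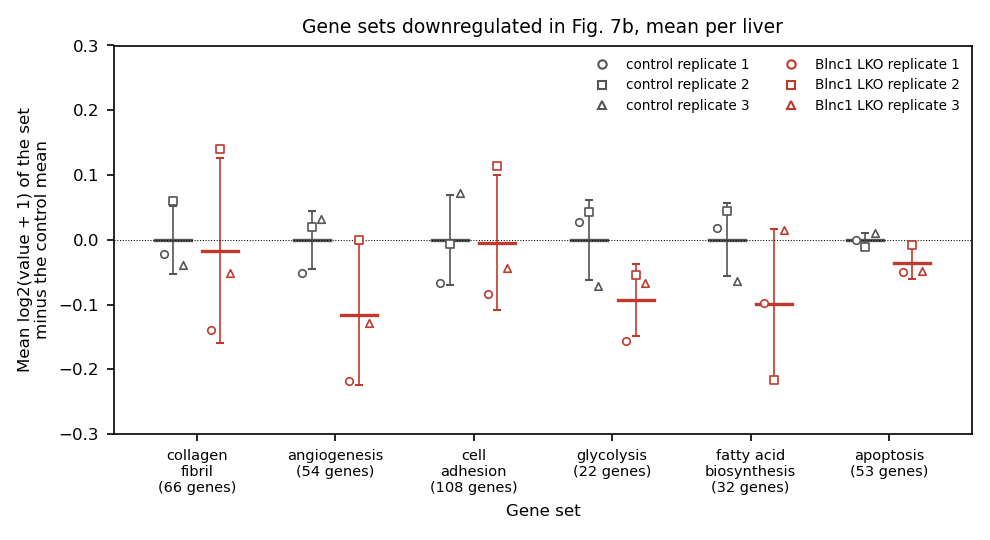
Mean log2(value + 1) of each gene set per liver, minus the mean of the 3 control livers, for the sets downregulated in Fig. 7b. Symbols are single livers (grey, control; red, Blnc1 LKO), horizontal lines are group means and bars are SD (n = 3); for angiogenesis, the Blnc1 LKO livers lie at −0.22, −0.0008 and −0.13.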

In further support of this, qPCR analysis indicated that mRNA expression of genes involved in lipogenesis, liver fibrosis, and inflammation was significantly lower in mice with liver-specific Blnc1 deletion (Fig. 7c–e). 

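The RNA-seq values of 15 genes plotted in Fig. 7c and Fig. 7e were tested, and other genes of these panels were not analysed here. The qPCR measured 6 mice per group, and the paper's text does not say whether the 3 sequenced livers per group came from these mice. All 15 genes had a lower mean in Blnc1 LKO livers, and 9 of them were lower in every Blnc1 LKO liver than in every control liver. None passed an adjusted p under 0.05 over all genes in limma, and 10 had an unadjusted p under 0.05. With the adjustment made over these 15 genes alone, 9 passed (Srebf1, Apoa4, Pfkl, Ccr2, Lgals3, Lcn2, Col1a1, Acta2 and Loxl2). Srebf1, which encodes SREBP1 and is listed without its isoforms, had a normalized value of 48472 ± 4531 in control and 36301 ± 3776 in Blnc1 LKO livers (SD, n = 3 each), with a log2 fold change of −0.42 (standard error 0.097) and an adjusted p of 0.548 over all genes and 0.0084 over the list (limma). Fasn had 58197 ± 10388 and 43459 ± 12916 (SD, n = 3 each), and its values overlapped between groups (adjusted p = 0.0913 over the list, limma). Scd1 had the highest values and was lower in every Blnc1 LKO liver than in every control liver, with a log2 fold change of −0.24. Its adjusted p over the list was 0.396 in limma, whereas it passed over the list in edgeR, voom and DESeq2 on the recovered reads. The limma standard error of Scd1 was 0.27, moderated by a trend over all genes. Relative to the control mean, its SDs were 0.0127 in control and 0.0891 in Blnc1 LKO livers. The limma p-value of Scd1 thus does not measure the spread of its own values alone. Among the other genes of lipid and glucose metabolism, the mean in Blnc1 LKO livers relative to control was 0.726 for Apoa4, 0.833 for Pfkl, 0.792 for Cidec (Fsp27) and 0.805 for Fabp4. The values of Cidec and Fabp4 overlapped between groups, with SDs of 0.263 and 0.231 in the same units in Blnc1 LKO livers. Among the fibrosis genes, Col1a1 fell from 13967 ± 2053 to 9144 ± 1564 (SD, n = 3 each), a log2 fold change of −0.61 (standard error 0.14, adjusted p = 0.0084 over the list, limma). Acta2 fell from 554 ± 23.3 to 387 ± 48.6, and Loxl2 from 1297 ± 54.2 to 991 ± 119 (SD, n = 3 each). Among the inflammation genes, Lgals3 had the largest fall, from 5403 ± 308 to 3621 ± 1096 (SD, n = 3 each, adjusted p = 0.0142 over the list, limma). The relative means were 0.798 for Ccr2, 0.814 for Cx3cr1, 0.717 for Lcn2 and 0.826 for Mmp12, and of these 4 genes Ccr2 alone was lower in every Blnc1 LKO liver than in every control liver. The calls over all genes depended on the test. DESeq2 on the recovered reads called Srebf1, Apoa4, Col1a1 and Acta2, and edgeR's quasi-likelihood test on the same reads called 0 of the 15, with 10 past the adjustment over the list. DESeq2 with the replicate number as a block and shrunken fold changes called Srebf1, Apoa4 and Lcn2, and no longer Col1a1 and Acta2.

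**Figure D2:**
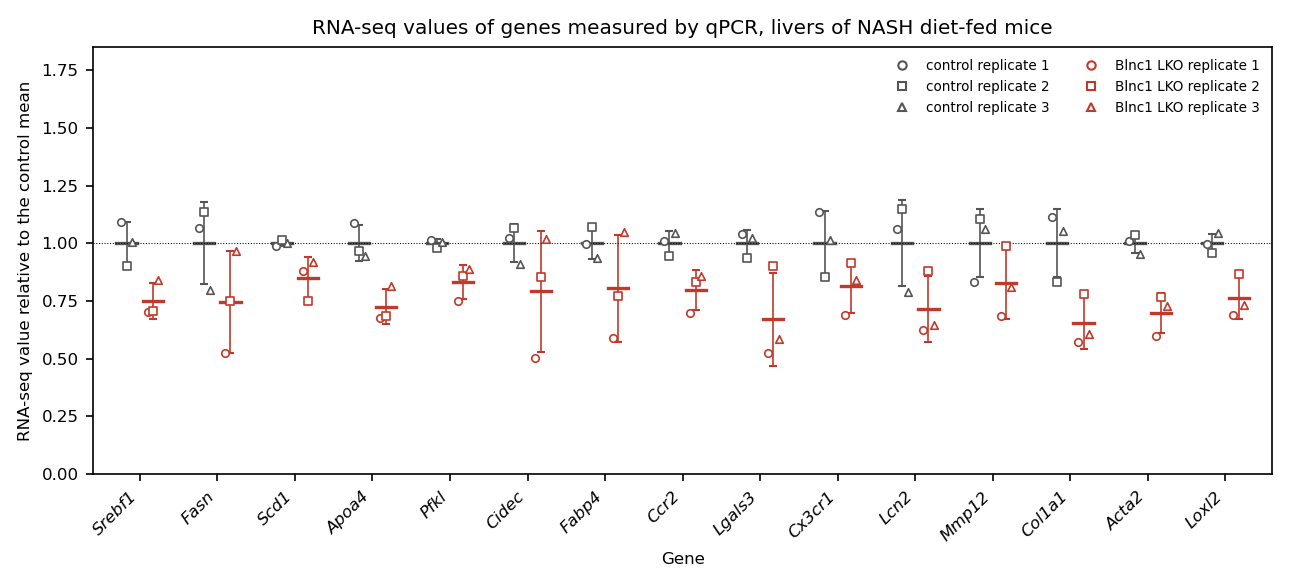
RNA-seq values of 15 genes that the paper measured by qPCR, each divided by the mean of the 3 control livers. Symbols are single livers (grey, control; red, Blnc1 LKO), horizontal lines are group means and bars are SD (n = 3); every Blnc1 LKO mean lies below 1, from 0.655 for Col1a1 to 0.850 for Scd1.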

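The categories of upregulated genes in Fig. 7b were tested with gene sets in the same way. Epoxygenase P450 genes had a mean log2 fold change of 0.36, with 26 of 34 genes higher in Blnc1 LKO livers (adjusted p = 6.8e-05, camera). Of 160 oxidoreductase genes, 111 were higher, with a mean of 0.17 (adjusted p = 6.8e-05, camera). The means were 0.24 for arachidonic acid metabolism (40 of 64 higher), 0.14 for glucuronidation (12 of 16 higher) and 0.27 for linoleic acid metabolism (23 of 37 higher), with adjusted p-values of 0.0029, 4.7e-04 and 0.0033 (camera). The P450 genes are shared between these sets, so the 5 results are not independent. Cyp2c44 and Ugt1a1 were chosen after their values were seen. The Cyp2c44 value rose from 11627 ± 1799 in control to 18725 ± 3541 in Blnc1 LKO livers (SD, n = 3 each), a log2 fold change of 0.68 (standard error 0.15, adjusted p = 0.548, limma). Ugt1a1 rose from 8666 ± 3041 to 13700 ± 2623 (SD, n = 3 each), and its values overlapped between groups. Ugt1a genes share their last exons and many Cyp2c genes are near-identical, so the authors' counting could have left out or split their reads. The rise differed between the 3 Blnc1 LKO livers. For the epoxygenase P450 genes, the mean lay 0.81 above the control mean in replicate 1, 0.029 in replicate 2 and 0.23 in replicate 3, while the control livers lay between −0.20 and 0.22. Without Blnc1 LKO replicate 1 the mean was 0.12, and the set did not pass (adjusted p = 0.365, camera). It also fell short without control replicate 2 (adjusted p = 0.0653, camera). With the correlation between genes estimated for each set, none of the 5 sets passed.

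**Figure D3:**
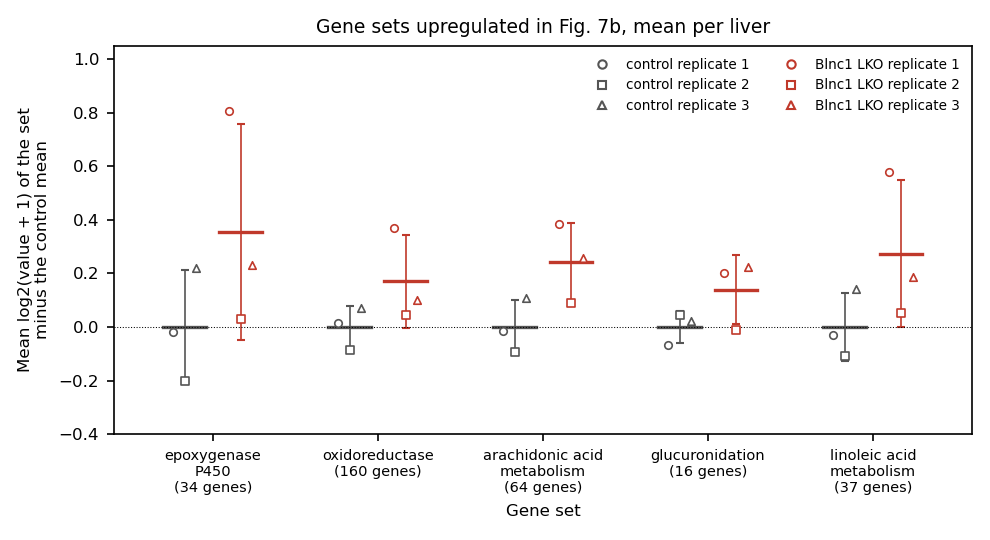
Mean log2(value + 1) of each gene set per liver, minus the mean of the 3 control livers, for the sets upregulated in Fig. 7b. Symbols are single livers (grey, control; red, Blnc1 LKO), horizontal lines are group means and bars are SD (n = 3); Blnc1 LKO replicate 1 lies highest in 4 of the 5 sets, at 0.58 for linoleic acid metabolism.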

The upregulated genes were enriched for epoxygenase p450 pathway, oxidation and reduction processes, and lipid and xenobiotic metabolism (Fig. 7b), suggesting that Blnc1 deficiency may improve hepatic detoxification and conversion of different lipid species. Compared to control, protein levels of the precursor and processed SREBP1 isoforms were decreased in Blnc1 LKO mouse livers (Fig. 7d). Further, JNK1/2 phosphorylation and cell death markers (PARP and CASPASE 3 cleavage) were attenuated in Blnc1 LKO mouse livers. Together, these data illustrated an important function of Blnc1 in the pathogenesis of diet-induced NASH progression.

**Fig. 7:**
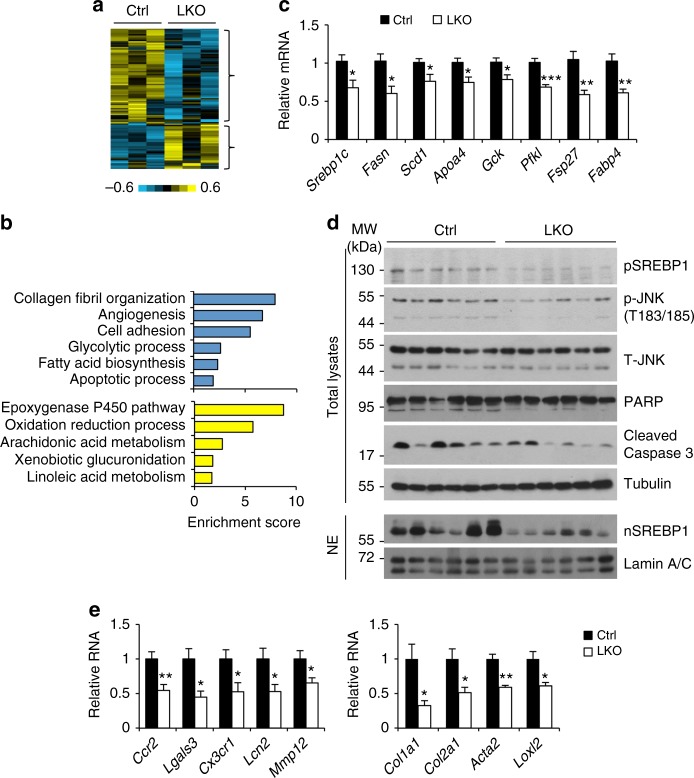
Blnc1 inactivation suppresses the molecular signature of diet-induced NASH. **a** Heat map representation of upregulated and downregulated genes identified in RNAseq analysis of the livers from NASH-fed mice. **b** Enrichment score for downregulated (blue) and upregulated (yellow) genes. **c** qPCR analysis of hepatic genes involved in lipid metabolism from ctrl (filled, *n* = 6) and LKO (open, *n* = 6) mice fed NASH diet for 24 weeks. **d** Immunoblots of total liver lysates and liver nuclear extracts from NASH-fed mice. **e** qPCR analysis of hepatic genes involved in inflammation and fibrosis. Data in (**c**) and (**e**) represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.01; ctrl vs. LKO, two-tailed unpaired Student’s *t*-test

### Blnc1 orchestrates the assembly of a lipogenic ribonucleoprotein transcriptional complex

LncRNAs are known to form ribonucleoprotein complexes to exert their biological effects. We previously reported that Blnc1 physically interacts with the transcription factors early B-cell factor 2 (EBF2) and zinc finger and BTB domain-containing 7b (ZBTB7B) to promote thermogenic gene expression in brown and beige adipocytes^20,34^. The molecular nature of the Blnc1 ribonucleoprotein complex in lipogenic gene induction has not been defined. We next took a proteomic approach to identify protein factors that physically associate with Blnc1 in the liver. We constructed a recombinant AAV expressing Streptavidin Aptamer-tagged Blnc1 (StA-Blnc1) under the liver-specific TBG promoter. We isolated liver nuclei from mice transduced with control (AAV-GFP) or AAV-StA-Blnc1 and affinity-purified Blnc1-associated proteins using streptavidin agarose beads followed by mass spectrometry analysis. We identified Y-box Binding Protein 1 (YBX1) and endothelial differentiation-related factor 1 (EDF1) as two specific Blnc1-interacting proteins (Fig. 8a). The interaction between StA-Blnc1 and YBX1 and EDF1 was confirmed by co-immunoprecipitation (co-IP) analysis of endogenous proteins in the liver (Fig. 8b). Further, IP/qPCR studies indicated that the immunocomplexes of endogenous YBX1 and EDF1 in the liver were enriched for Blnc1 RNA (Fig. 8c). We also observed that Blnc1 physically associates with heterogeneous nuclear ribonucleoprotein U (hnRNPU), a protein known to interact with Blnc1^23^, suggesting that hnRNPU is likely a core component of the Blnc1 ribonucleoprotein complex.

**Fig. 8:**
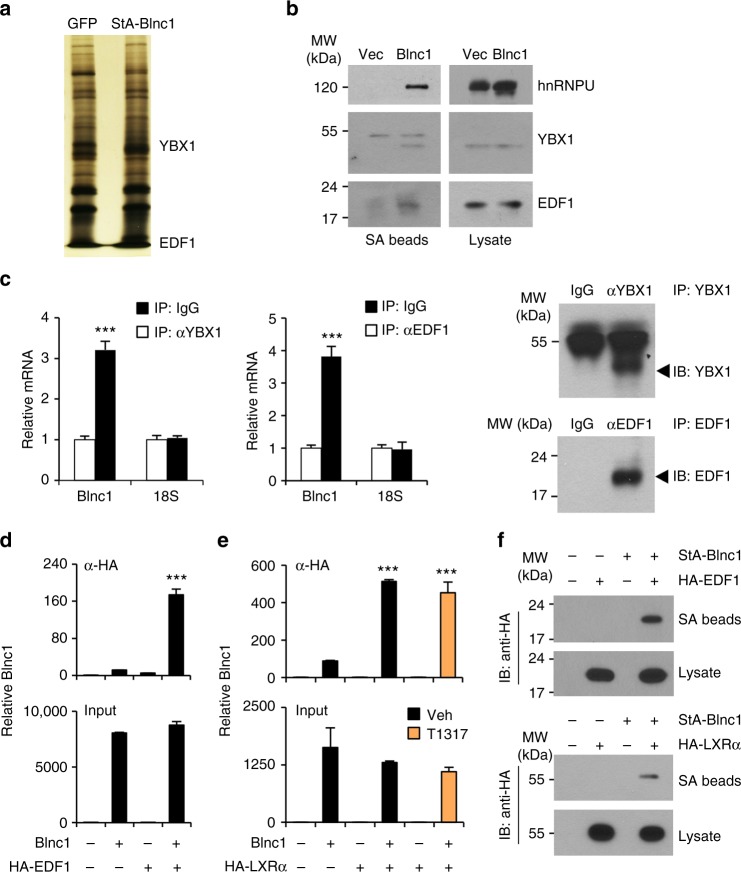
Proteomic analysis of the liver Blnc1 ribonucleoprotein complex. **a** Silver-stained gel of affinity-purified Blnc1 complexes. **b** Immunoblots of precipitated proteins on streptavidin (SA) beads or total liver lysates. **c** IP/qPCR analyses of endogenous Blnc1 on the immunocomplexes as indicated. Immunoblots of precipitated proteins are shown on the right. Data represent mean ± SD (*n* = 3). ***p < 0.001, two-tailed unpaired Student’s *t*-test. **d** IP/qPCR analyses of Blnc1 in EDF1 (**d**) or LXRα (**e**) immunocomplexes (top) or input (bottom) from transiently transfected HEK293T cells. Data in (**d**) and (**e**) represent mean ± SD (*n* = 3). ***p < 0.001, two-way ANOVA. **f** Immunoblots of HA-EDF1 (top) or HA-LXRα (bottom) from total lysates and precipitated proteins on SA beads from transfected HEK293T cells

EDF1 is an RNA-binding protein that was previously reported to interact with nuclear hormone receptors, including LXRα^35,36^. We next examined the physical and functional relationships among LXRα, EDF1, and Blnc1. We transiently transfected HEK293T cells with plasmids expressing Blnc1 and HA-tagged EDF1 or LXRα alone or in combination and performed IP/qPCR assay using α-HA agarose beads. This protein-RNA interaction assay indicated that Blnc1 forms a physical complex with EDF1 and LXRα (Fig. 8d, e). In contrast, we did not observe interaction between Blnc1 and retinoid X receptor β (RXRβ) (Supplementary Fig. 8a). The association between Blnc1 and LXRα appeared to be ligand-independent. Conversely, we detected EDF1 and LXRα in Blnc1 ribonucleoprotein complexes following streptavidin beads precipitation of lysates from transiently transfected HEK293T cells (Fig. 8f). These protein-RNA interaction studies demonstrate that Blnc1 forms a ribonucleoprotein transcriptional complex with EDF1 and LXR.

### Blnc1 facilitates the formation of LXR/EDF1 complex and enhances EDF1 activity

We next dissected the RNA domains (RD) of Blnc1 that mediate its interaction with LXRα and EDF1 (Fig. 9a). We previously demonstrated that RD1 is required for its interaction with hnRNPU and adipogenic function^23^. Interestingly, deletion of this fragment did not impair interaction between Blnc1 and LXRα and EDF1 (Fig. 9b). In contrast, RD2 and RD3 appeared to be required for their physical association. To assess the possibility that EDF1 may facilitate the recruitment of Blnc1 to the LXR transcriptional complex, we performed RNA precipitation followed by immunoblotting in transiently transfected HEK293T cells. As shown in Fig. 9c, co-expression of EDF1 increased the recruitment of LXRα to the precipitated Blnc1 RNA complex. Consistently, IP/qPCR assay indicated that the recruitment of Blnc1 to LXRα was significantly increased by EDF1 co-expression (Fig. 9d).

**Fig. 9:**
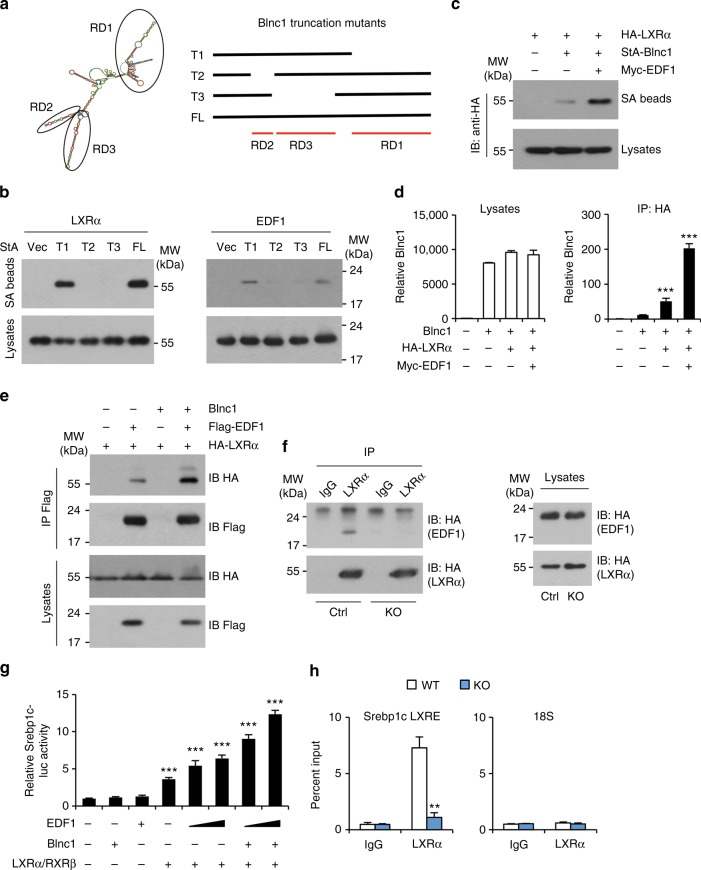
Physical and functional interaction between Blnc1, LXRα, and EDF1. **a** Diagram of Blnc1 RNA domains (RD, left) and truncation mutants (right). **b**, **c** Immunoblots of total lysates and streptavidin (SA) beads precipitated proteins from transiently transfected HEK293T cells. **d** IP/qPCR analyses of Blnc1 in α-HA immunocomplexes (right) and input (left) from transiently transfected HEK293T cells. **e** Immunoblots of total lysates and α-Flag immunocomplexes from transiently transfected HEK293T cells. **f** Immunoblots of total lysates and α-LXRα immunocomplexes from WT and Blnc1 KO hepatocyte transduced with HA-LXRα and HA-EDF1 adenoviruses. **g** *Srebp1c*-luciferase reporter assay. Data in (**d**) and (**g**) represent mean ± SD (*n* = 3). ***p < 0.001, vs. vector, one-way ANOVA. **h** ChIP assay of LXRα occupancy in the livers from WT (open) and KO (filled) mice gavaged with T1317 for 4 days. Data represent mean ± SD (*n* = 3). **p < 0.01, two-tailed unpaired Student’s *t*-test

EDF1 is known to serve as a transcriptional coactivator for multiple transcription factors^37,38^. It is possible that Blnc1 may facilitate the recruitment and coactivation of LXR by EDF1. To test this, we transfected HA-LXRα and Flag-EDF1 in HEK293T cells in the presence or absence of Blnc1. We detected physical association between LXRα and EDF1 that was further augmented by Blnc1 expression (Fig. 9e). Compared to control hepatocytes, physical interaction between LXRα and EDF1 was markedly reduced in hepatocytes lacking Blnc1 (Fig. 9f). Luciferase reporter assay indicated that EDF1 acted in concert with LXRα/RXRβ to stimulate *Srebp1c* promoter activity and that Blnc1 further enhanced the activity of this transcriptional complex (Fig. 9g). Further, chromatin immunoprecipitation studies revealed that the recruitment of LXRα to the LXR binding site on the proximal *Srebp1c* promoter was greatly impaired in the absence of Blnc1 (Fig. 9h). These results illustrate close physical and functional interactions between LXRα, EDF1, and Blnc1 in hepatocytes.

To establish the role of Blnc1 in mediating the effects of EDF1, we overexpressed EDF1 in primary hepatocytes using adenoviral transduction. EDF1 overexpression in hepatocytes stimulated lipogenic gene expression under basal and LXR activating conditions. Co-expression of Blnc1 further enhanced the stimulatory effects of EDF1 on lipogenic gene expression (Fig. 10a). Importantly, EDF1-induced lipogenic gene expression was significantly blunted in hepatocytes lacking Blnc1 (Fig. 10b). Finally, we performed siRNA knockdown of EDF1 using two independent siRNA pools in primary hepatocytes transduced with GFP or Blnc1 adenovirus. qPCR analysis revealed that, compared to control, both siRNAs drastically reduced endogenous EDF1 expression (Supplementary Fig. 8b). Importantly, the induction of *Srebp1c* and *Fasn* expression by Blnc1 and LXR agonist was significantly blunted by siRNA knockdown of EDF1 (Fig. 10c), indicating that EDF1 is required for full lipogenic activation by LXR and Blnc1. Together, these results outline a molecular mechanism through which EDF1 facilitates the recruitment of Blnc1 and the formation of the LXR ribonucleoprotein transcriptional complex (Fig. 10d).

**Fig. 10:**
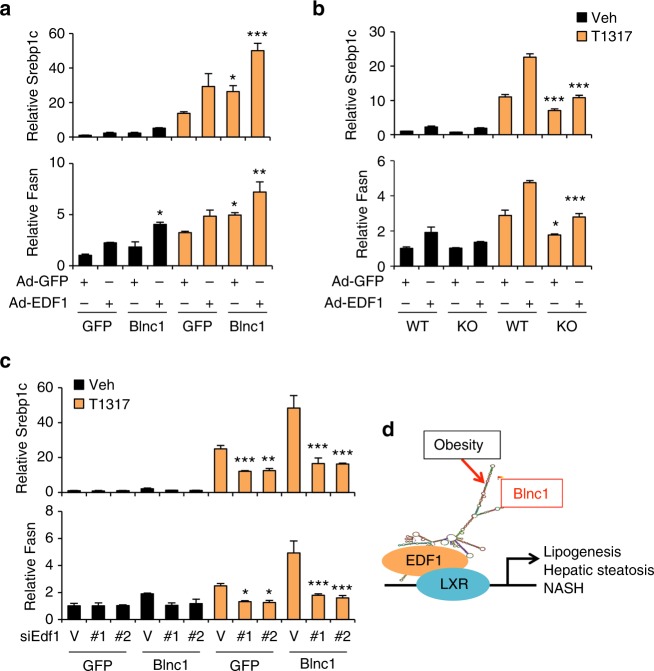
Role of EDF1 in lipogenic gene regulation. **a** qPCR gene expression analyses in hepatocytes transduced with recombinant adenoviruses as indicated. Data represent mean ± SD (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, GFP vs. Blnc1, two-way ANOVA. **b** Gene expression analysis in transduced WT or Blnc1 KO hepatocytes. Data represent mean ± SD (*n* = 3). *p < 0.05, ***p < 0.001, WT vs. KO, two-way ANOVA. **c** qPCR analysis of gene expression in transduced hepatocytes receiving control siRNA (V) or siRNAs targeting EDF1 (#1 and #2) followed by treatments with vehicle or 5 μM T1317 for 24 h. Data represent mean ± SD (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, vector vs. #1 or #2, two-way ANOVA. **d** A model depicting licensing of hepatic lipogenesis and NAFLD progression by the LXR/EDF1/Blnc1 ribonucleoprotein transcriptional complex

## Discussion

Aberrant activation of hepatic lipogenesis has been implicated in the pathogenesis of metabolic disorders in obesity, particularly NAFLD. However, the regulatory network that governs physiological and pathological activation of the lipogenic program remains incompletely understood. LncRNAs are emerging as an important new class of regulators that impinge on diverse biological processes and pathogenesis of the metabolic diseases^17,39^. These functional RNAs interface with protein factors through the formation of ribonucleoprotein complexes to alter chromatin structure and gene transcription. To date, only a small number of functional lncRNAs have been identified to regulate metabolic tissue development and metabolic physiology. Whether lncRNAs play a role in the control of hepatic lipogenesis and NAFLD pathogenesis remains largely unknown. In this study, we demonstrate that Blnc1 is a core component of the LXR/SREBP1c pathway that is required for lipogenic induction in the insulin resistant state.

Hepatic Blnc1 expression is strongly linked to activation of lipogenesis in mouse models of obesity and NASH. While the exact signal that triggers Blnc1 induction remains unknown, we observed that fatty acids and TNFα increased Blnc1 expression in cultured hepatocytes (data not shown). LXR activation provides a critical upstream signal that drives hepatic lipogenesis in response to feeding and during obesity^14,15^. In this context, Blnc1 augments the stimulatory effects of the LXR agonist T0901317 on de novo lipogenesis and is required for LXR-mediated lipogenic activation in cultured hepatocytes and in vivo. Mice with liver-specific inactivation of Blnc1 were resistant to HFD-induced hepatic steatosis and had lower plasma TAG levels, metabolic changes characteristic of diminished hepatic lipogenesis. Remarkably, hepatic Blnc1 deletion also protected mice from diet-induced obesity, insulin resistance, and hepatic inflammation. We further demonstrated that mice lacking Blnc1 in hepatocytes exhibited significantly reduced liver injury and fibrosis accompanied by attenuation of inflammation following NASH diet feeding. These observations are consistent with several previous studies that demonstrated a central role of hepatic lipogenic induction in driving metabolic disorders in obesity^30–32,40^. Our findings support a “licensing” role of Blnc1 and its protein partners in obesity-linked activation of hepatic lipogenesis and NAFLD pathogenesis (Fig. 10d).

Previous work has been demonstrated that Blnc1 forms ribonucleoprotein transcriptional complexes with EBF2 and ZBTB7B in brown adipocytes^20,23,34^. However, the expression of these adipogenic transcriptional factors is low in hepatocytes, suggesting that Blnc1 may engage other factors in lipogenic gene activation. Our functional and biochemical studies support a crucial role of Blnc1 in the lipogenic response mediated by the LXR-SREBP1c pathway. Proteomic analysis of the hepatic Blnc1 ribonucleoprotein complexes identified several Blnc1-interacting proteins, including EDF1, YBX1, and hnRNPU. Interestingly, distinct RNA domains appeared to mediate its interaction with protein factors. While the role of YBX1 and hnRNPU in lipogenic regulation remains currently unknown, EDF1 is emerging as an important factor that facilitates the assembly of the LXR transcriptional complex and lipogenic gene induction. A recent study identified LeXis as an LXR-regulated lncRNA that functions as a negative feedback mechanism for cholesterol biosynthesis^22^. As such, it is likely that the integration of lncRNA and protein regulators plays a much broader role in metabolic gene expression, systems physiology and disease pathogenesis.

## Methods

### Mice

All animal studies were performed according to procedures approved by the Institutional Animal Care & Use Committee at the University of Michigan. Mice were maintained in 12/12 h light/dark cycles and fed standard rodent chow or HFD (D12492, Research Diets) or NASH diet (D09100301, Research Diets). WT C57BL/6J mice (JAX #000664) and Cas9 transgenic mice (JAX #024858) were purchased from the Jackson Laboratory. 

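The sgRNA sequences and genotyping primers of the Blnc1 deletion were searched for, without mismatches, in 141767 mouse transcripts of GENCODE release M21 (GRCm38, the build also called mm10). GGGTGGAACTGTAAGGCGTG matched 1 transcript, of Paqr9, on the − strand of chromosome 9 from 95566398 to 95566417. Paqr9 is a protein-coding gene with a single exon on the + strand. Its coding sequence lies from 95559959 to 95561083, and the match lies in the 3′ UTR, 5312 bases after the stop codon and 1606 bases before the end of the gene. The match is followed by a GGG protospacer adjacent motif, and Cas9 would cut after base 95566400. The + strand around the match, from 95566368 to 95566447, reads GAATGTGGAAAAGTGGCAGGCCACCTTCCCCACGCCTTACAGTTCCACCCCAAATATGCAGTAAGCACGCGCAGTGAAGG. GCTTGCTAGATAGCTTGTGC matched no transcript, and the genome outside transcripts was not analysed here. Primer P1 (CAACCCGCAGTTACTATTTGGTG) matched the + strand from 95566194 to 95566216 and primer P3 (GCCTTCAAGTCCATGGCGTAT) from 95567725 to 95567745, both in the 3′ UTR of Paqr9. P1 starts 204 bases before the sgRNA match and P3 starts 1308 bases after its end. Primer P2 (CCCCAACATTATTAGAGTCCAAGG) matched no transcript. RefSeq lists Blnc1 among the other names of Paqr9, with the gene from 95559634 to 95568022.

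**Figure D4:**
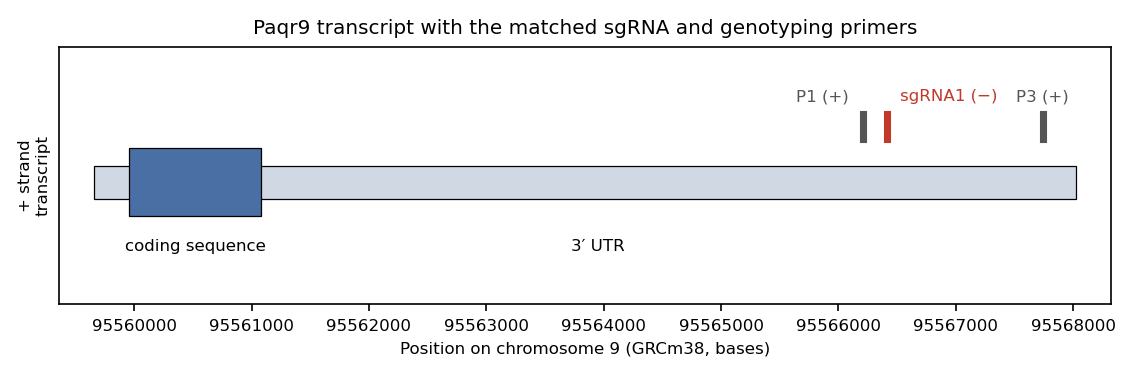
Map of the Paqr9 transcript on chromosome 9 (GRCm38; horizontal axis, position in bases), with its coding sequence in blue, its UTRs in light grey, and the matches of sgRNA1 and primers P1 and P3 with their strand. The marks of the sgRNA and primers are drawn wider than their length; all 3 matches lie in the 3′ UTR, after base 95561086.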

To generate Blnc1 single-guide RNA (sgRNA) transgenic mice, we designed two sgRNAs (sgRNA1: *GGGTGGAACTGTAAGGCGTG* and sgRNA2: *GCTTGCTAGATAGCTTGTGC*) flanking the mouse Blnc1 gene (http://crispr.mit.edu/)^29^. To generate Blnc1 sgRNA transgenic mice, we constructed a tandem U6-sgRNA transgenic construct and purified the expression cassette for microinjection into fertilized eggs. The constitutive Cas9 transgenic mice were mated with Blnc1 sgRNA transgenic mice to generate germline Blnc1 deletion. The Cas9 and Blnc1 sgRNA transgenic cassettes were removed following backcrossing with WT C57BL/6J mice to generate germline Blnc1 heterozygous mice and later whole body Blnc1 KO mice. Genotyping primer sequences are: P1: *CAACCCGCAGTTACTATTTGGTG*; P2: *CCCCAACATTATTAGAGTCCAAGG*; P3: *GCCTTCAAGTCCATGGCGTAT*.

Liver-specific Blnc1 KO mice were generated by transducing Cas9 transgenic mice with a recombinant adenoviral vector expressing two sgRNAs targeting Blnc1. For adenoviral transduction, we injected approximately 0.15 OD of purified adenoviral particles per mouse via tail vein. For AAV transduction, we injected approximately 1 × 10^11^ genome copies of AAV vectors per mouse via tail vein. For oral gavage experiment, mice were given a daily dose of vehicle or 25 mg/kg T0901317 dissolved in sunflower oil for 4 days. Metabolic cage measurements were performed at the University of Michigan Animal Phenotyping Core. Oxygen consumption (VO2), spontaneous motor activity and food intake were measured using the Comprehensive Laboratory Animal Monitoring System (CLAMS, Columbus Instruments) according to manufacturer’s instruction. For histology, tissues were dissected and immediately fixed in 10% formalin at 4°C overnight and processed for paraffin embedding and H&E staining. Sirius red staining was performed as previously described^41^. Percentage of Sirius red staining positive area of the total area of view was quantified using ImageJ. For mouse studies, we randomly assigned mice of different genotypes to control and treatment groups. Measurements were performed without the knowledge of mouse genotypes and treatments. All mouse experiments were independently replicated for at least twice. We did not exclude any data points or mice unless a technical issue or human error occurs.

### Cell culture

Primary hepatocytes were isolated from C57BL/6J mice, as previously described^42^. Hepatocytes were maintained in DMEM supplemented with 10% bovine growth serum (BGS) at 37°C and 5% CO_2_. Adenoviral transduction was performed at the same day of hepatocyte isolation. Transduced hepatocytes were treated with vehicle (DMSO) or T0901317 (5 μM) for 24 h before analysis. HEK293T cells were purchased from American Type Culture Collection (ATCC) and cultured in DMEM supplemented with 10% FBS. To knock down Edf1 in primary hepatocytes, two independent siRNAs targeting *Edf1* (Thermo Fisher, ID: S81801 and S81802) and control siRNA were transfected using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher). The cell culture experiments were performed in triplicates and repeated at least three times.

### Metabolic analyses

For glucose tolerant test (GTT), mice were fasted overnight (16 h) and i.p. injected with a glucose solution at 1.0 g/kg body weight. For ITT, mice were fasted for 4 h before i.p. injection of insulin at the dose of 1 U/kg body weight. Blood glucose concentrations were measured before and 20, 45, 90, and 120 min after glucose or insulin injection. Liver TAG was extracted and measured as previously described^43^. Plasma insulin was measured using an ELISA kit (CrystalChem). Plasma TAG, NEFA, β-hydroxybutyrate, ALT, AST, and cholesterol were measured using commercial kits. Liver hydroxyproline content was measured using Hydroxyproline Colorimetric Assay Kit (BioVision). TUNEL staining was performed on frozen liver sections using an ApoBrdU DNA Fragmentation Assay Kit (BioVision). Percentage of TUNEL-positive cells among DAPI-stained cells was quantified using ImageJ, as previously described^9^.

### Gene expression analyses

Mouse liver and fat tissue were extracted, immediately frozen in liquid nitrogen. Total RNA from tissues or hepatocytes was extracted using TRIzol method following manufacturer instructions. For RT-qPCR, 2 µg of total RNA was reverse-transcribed using MMLV (Invitrogen) followed by qPCR using SYBR Green (Life Technologies). Relative mRNA expression was normalized to internal control ribosomal protein 36B4. The qPCR primers used for gene expression are listed in Supplementary Table 2.

### Immunoblotting analysis

Total liver lysates were prepared by homogenizing in a buffer containing 50 mM Tris (pH = 7.6), 130 mM NaCl, 5 mM NaF, 25 mM β-glycerophosphoate, 1 mM sodium orthovanadate, 10% glycerol, 1% Triton X-100, 1 mM DTT, 1 mM PMSF, and the protease inhibitor cocktail (Roche). Total cell lysates were prepared in a lysis buffer containing 50 mM Tris-HCl (pH = 7.8), 137 mM NaCl, 10 mM NaF, 1 mM EDTA, 1% Triton X-100, 10% glycerol, and the protease inhibitor cocktail after three freeze/thaw cycles. Liver nuclear extracts were prepared using a Dounce homogenizer in a buffer containing 0.6% NP40, 150 mM NaCl, 10 mM HEPES (pH = 7.9), 1 mM EDTA, and protease inhibitor cocktail. Tissue debris was removed by a brief centrifugation at 500 r.p.m. 4 °C. Nuclei were collected from supernatant by centrifugation at 3000 r.p.m. for 5 min and resuspended in a lysis buffer containing 4% SDS, 20% glycerol, 100 mM dithiothreitol and Tris-HCl (pH = 6.8). The antibodies used are: anti-hnRNPU (sc-32315), anti-SREBP1 (sc-13551), and anti-HA (sc-805) from Santa Cruz Biotechnology; anti-EDF1 (12419-1-AP, Proteintech); anti-LXRα (ab41902, Abcam); anti-Tubulin (T6199, Sigma); anti-phospho-JNK1/2 (T183/Y185) (4668), anti-total-JNK1/2 (9252), anti-PARP (9542), anti-cleaved Caspase3 (9661) and anti-YBX1 (4202) from Cell Signaling Technology. All the antibodies were used at a 1:1000 dilution. Uncropped blots are shown in Supplementary Figs. 9–11.

### RNA-seq data analysis

RNA sequencing was performed on polyA-selected mRNA from NASH diet-fed control and Blnc1 LKO mice. The Fastq files were aligned to the mouse reference genome (mm10) using the aligner STAR^44^. HTSeq was used to count reads mapped to each gene feature^45^. DESeq2 was used for differential expression analysis^46^. Gene enrichment analysis was performed using DAVID (david.abcc.ncifcrf.gov).

### In vitro lipogenesis assay

Primary hepatocytes were transduced with recombinant adenoviruses for 24 h followed by treatment with DMSO or T0901317 for additional 24 h. For lipogenic assay, treated hepatocytes were incubated with Krebs Ringer buffer supplemented with 0.1% fatty acid free-BSA in the presence of 0.2 μCi/mL C^14^-acetate and incubated for 2 h. Total lipids were extracted from treated hepatocytes using a hexane-isopropanol mixture (hexane: isopropanol (v: v) = 3:2) and resuspended in toluene following solvent evaporation. Radioactivity was quantitatively measured using a scintillation counter.

### RNA-protein interaction assays

RNA-protein interaction studies were performed as previously described^20^. Briefly, for IP/qPCR assay, HEK293T cells transiently transfected with HA-EDF1 or HA-LXRα and Blnc1 alone or in combinations. Immunoprecipitation was performed using anti-HA agarose beads. After washing, RNA was extracted with Trizol, treated with RNase-free DNase, and analyzed by RT-qPCR. For reverse precipitation, StA-Blnc1 was precipitated from total lysates of transfected HEK293T cells using streptavidin agarose beads. Proteins associated with beads were analyzed by immunoblotting. For mass spectrometry analysis, WT mice were transduced with GFP or StA-Blnc1 AAV virus. Liver nuclear extract was prepared for affinity purification of Blnc1-associated proteins using streptavidin agarose beads. Protein bands unique for StA-Blnc1 were excised for identification by mass spectrometry. For RNA IP assay, liver nuclear extracts were incubated with control IgG or antibodies specific for YBX1 and EDF1 in the presence of protein A beads. Precipitated RNA was extracted using Trizol after three washes followed by RNase-free DNase treatment and subjected for RT-qPCR analysis.

### Luciferase reporter and ChIP assays

The *Srebp1c* promoter was amplified by PCR and cloned into pGL3-Basic vector. HEK293T cells in a 12-well plate were transiently transfected with *Srebp1c*-luc (50 ng/well) and LXRα (100 ng/well), RXRβ (100 ng/well) in combination with Blnc1 (100 ng/well), and two different doses of EDF1 (100 and 200 ng/well). Cells were harvested for luciferase assay 36 h after transient transfection. All reporter assays were repeated at least three times in triplicates. For ChIP assay, chromatin extracts were prepared from WT and Blnc1 KO liver after T0901317 treatment for 4 days followed by preclearing and immunoprecipitation using control IgG or LXRα antibody (Abcam). Chromatin association was measured by qPCR using primers listed in Supplementary Table S2.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 7. Statistical differences were evaluated using two-tailed unpaired Student’s *t*-test for comparisons between two groups, or analysis of variance (ANOVA) and appropriate post hoc analyses for comparisons of more than two groups. Two-way ANOVA with multiple comparisons was used for statistical analysis of ITT, GTT, and body weight studies. A *p* value of less than 0.05 (*p < 0.05, **p < 0.01, and ***p < 0.001) was considered statistically significant. Statistical methods and corresponding *p* values for data shown in each panel were indicated in figure legends.

### Data availability

Blnc1 sequence has been deposited into GenBank with accession number MG736818. RNA-seq data files have been deposited into the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo/) with accession number GSE108609.

## Electronic supplementary material

Supplementary information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

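RNA sequencing of polyA-selected liver mRNA was analysed from 6 mice fed the NASH diet for 24 weeks, 3 control and 3 Blnc1 LKO. The authors aligned the reads to mm10 with STAR, counted them per gene with HTSeq and tested differential expression with DESeq2. The paper's text does not name the versions, the gene annotation, the thresholds or any filter on genes. The signal in the deposited table is the number of reads per gene divided by a size factor of the liver, as the authors' scaling gave it, with a value for each of 17460 gene symbols in each liver. Its columns are named for wild-type and knockout livers with a number, and were matched to the control and Blnc1 LKO livers of that number. No gene is at 0 in every liver. GENCODE release M21 holds 16766 of the symbols, and 17388 matched a RefSeq gene by symbol or synonym. The table holds 23 symbols in the form of calendar dates, which stand for genes whose symbols a spreadsheet changed.

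What was computed from these values was as follows. The plan set before named edgeR for raw counts and limma for normalized values. The deposited values are not raw counts, so limma (version 3.58.1, in R 4.3.3) was fitted to log2(value + 1) with lmFit and eBayes with a trend, over the 17297 genes with a value of at least 1 in at least 3 livers. The groups were control and Blnc1 LKO, without covariates, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Gene sets for the 11 categories of Fig. 7b and 15 lists of marker genes were written before the data were examined, and tested by limma's camera with an inter-gene correlation of 0.01. Genes named in the text are those the paper names for the liver and, in each direction, the 5 genes past the threshold with the largest change, or, where fewer than 5 passed, the genes of smallest unadjusted p, among genes whose groups do not overlap and whose mean is at least 1 CPM. Genes named outside this rule are said to have been chosen after their values were seen.

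The reads were recovered by dividing each value by the smallest value above 0 of its column, and 100% came out whole. Counts per liver ranged from 65384969 to 89350181. They were used for alternatives with edgeR (version 4.0.16, quasi-likelihood test), DESeq2 (version 1.42.0) and voom, which were added after the unit was known. The other alternatives were set before the data were examined. They were a pseudocount of 0.1, no filter on low values, a filter of at least 10 reads in every liver, the replicate number as a block, each liver left out in turn, other thresholds, camera with an estimated correlation, Fisher's exact test, and the closest Reactome pathway from the fgsea package (version 1.28.0). The replicate numbers come from the labels of the samples; the paper's text does not name a pairing of the mice. Only whole-liver values were used, so cell types were not measured.

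The fits were tested on simulated data with counts drawn from the means, dispersions and size factors of these livers, in which 200 genes were changed by 1.5 on the log2 scale. limma recovered 90.5% of the changed genes and called 8 unchanged genes. edgeR recovered 90.95% with 8 unchanged genes called, and DESeq2 91% with 29. With the replicate number as a block, limma recovered 91% with 23, and DESeq2 with shrunken fold changes 87.5% with 28. The simulated change was larger than the log2 fold changes of Hamp (0.78) and Srebf1 (−0.42). The recovery therefore does not show how many genes with changes of that size each fit would find. Sequences of the sgRNAs and primers were matched to the GENCODE transcripts with exact matching in Python. The GC content and length of transcripts came from the same release. The authors' list of changed genes in Supplementary Table 1, the genome sequence and the Blnc1 sequence were not used here. Some genes that the paper names are not reported here.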

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

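The tests of the male-biased, pericentral and Hamp results below were chosen after these results had been seen, whereas the marker lists for the sex-biased and pericentral genes had been written before. The tests of the P450 and collagen genes were written before, apart from the test without sex-biased genes and the splits counted for the gene sets.

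The gene with the smallest p over all genes, Hamp, is a gene the paper does not discuss. Its log2 fold change was 0.78 and it was higher in 3 of 3 Blnc1 LKO livers than in every control liver. Reads shared with the paralog Hamp2 did not account for it, as the summed values of Hamp and Hamp2 also separated the groups, with a log2 fold change of 0.67. With library size as the only scaling of the reads in edgeR, the change was 0.77, and without any 1 of the Blnc1 LKO livers it was at least 0.77. An acute-phase response, which could raise Hamp, would raise other acute-phase genes, but these were lower, with a mean log2 fold change of −0.155 (3 of 15 genes higher). BMP target genes, which respond to a signal that induces hepcidin, had a mean of 0.043 (5 of 7 higher, not past an unadjusted p under 0.05). Among the 10 splits of the 6 livers into 3 and 3, 2 gave at least 1 gene, of any name, at an adjusted p under 0.05. The log2 fold change of Hamp itself was largest in the real split and at most 0.34 in size in the 9 others. As 10 splits cannot give a share under 0.1, a chance split is not excluded by either count. In limma with the replicate number as a block, Hamp did not pass (adjusted p = 0.0758). A rise of hepcidin mRNA in Blnc1 LKO livers remains a hypothesis, and its link to iron or to Blnc1 was not tested.

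Male-biased liver genes, which the paper does not discuss, were higher in Blnc1 LKO livers, with a mean log2 fold change of 1.17 over 20 of 20 genes (adjusted p = 8.6e-19 over 15 lists, limma's camera). The means of the 3 Blnc1 LKO livers lay 1.66, 0.60 and 1.25 above the control mean, and control replicate 2 lay 0.61 above it, so the groups overlapped. All 6 mice had the Y chromosome pattern of males, with at least 12114 reads on 4 Y chromosome genes and at most 22 reads on Xist in every liver. The 12 genes without near-identical family members had a mean of 0.95. With library size as the only scaling the mean of the list was 1.20, after removal of the trend on GC content and transcript length it was 1.15, and the lowest mean without 1 of the Blnc1 LKO livers was 0.92. Growth hormone target genes, a list written after the result was seen, had a mean of 0.11 (4 of 5 higher, not past an unadjusted p under 0.05). Of the 10 splits of the livers, 2 gave a mean at least as far from 0, and the other exchanged control replicate 2 with Blnc1 LKO replicate 2. Among the 4 splits that part all same-numbered livers, 2 did. The pattern cannot be told apart from such a chance division, and a difference between mice in the male pattern of liver genes that is unrelated to Blnc1 may give it.

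Pericentral hepatocyte genes were higher in Blnc1 LKO livers, with a mean log2 fold change of 0.26 over 14 of 14 genes (adjusted p = 1.0e-07 over 15 lists, limma's camera), and the mean of Blnc1 LKO replicate 2 lay within the range of the control livers. A larger share of hepatocyte RNA would also raise periportal hepatocyte genes, and their mean was −0.12 (10 of 14 lower). Their means in the Blnc1 LKO livers were 0.066, −0.27 and −0.16, and the control livers lay between −0.22 and 0.18. Replicate 1 of the Blnc1 LKO livers had the highest pericentral mean, at 0.51, and its periportal mean did not fall. This test therefore does not exclude more hepatocyte RNA in that liver. The 10 pericentral genes outside the P450 family had a mean of 0.20. With library size as the only scaling the mean was 0.28, after removal of the trend on GC content and transcript length it was 0.24, and the lowest mean without 1 of the Blnc1 LKO livers was 0.14. Of the 10 splits of the livers, 2 gave a mean at least as far from 0, and among the 4 splits that part all same-numbered livers, 1 did. A shift of hepatocyte RNA towards the pericentral pattern is a hypothesis that these 6 livers cannot separate from chance.

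The P450 genes of Fig. 7b were also higher, and 4 explanations were set against this before the data were examined. Genes of the Y chromosome and Xist had a mean log2 fold change of 0.015, but this mean cannot show a difference in sex, because Xist and Y chromosome genes would move in opposite directions. Sex is addressed by the reads per liver given with the male-biased genes. Hepatocyte markers had a mean of 0.042, well below the mean of the epoxygenase P450 genes. Female-biased liver genes had a mean of 0.19 (12 of 20 higher; adjusted p = 0.772 over 15 lists, limma's camera). This mean came from Blnc1 LKO replicate 1, at 0.76, while replicates 2 and 3 lay at −0.14 and −0.035, so a shift between the sex patterns is not excluded. The clock genes Arntl and Npas2 differed from Dbp and Per3 by a mean log2 fold change of −0.0076, so a difference in the time of tissue collection was not seen. Oxidoreductase genes without the sex-biased genes kept a mean of 0.13 (99 of 144 higher). CAR and PXR target genes, a list written before, were higher, with a mean of 0.32 (14 of 18 higher; adjusted p = 0.0027 over 15 lists, limma's camera). The Blnc1 LKO livers lay at 0.66, −0.023 and 0.31 and control replicate 3 at 0.28, so the groups overlapped for this list. This list shares P450 genes with the sets of Fig. 7b, and activation of CAR or PXR was not tested as an explanation. Of the 10 splits, 1 put as many of the 11 gene sets past the threshold, the real split, and the other splits put between 0 and 9 sets past it. The real split was thus the most extreme, at the lowest share that 10 splits allow, so this test could not have excluded a chance split. Each other split keeps 2 of the 3 Blnc1 LKO livers together and so carries part of the real contrast. The 11 sets were written for categories that the authors found with the real split, which favours that split.

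Collagen genes might be lower because Blnc1 LKO livers held fewer nonparenchymal cells. Stellate cell and fibroblast markers had a mean log2 fold change of −0.23 (11 of 13 lower) and endothelial markers −0.13 (10 of 12 lower). Macrophage markers had a mean of 0.30 (8 of 16 higher, 8 lower) and did not pass (adjusted p = 0.315 over the marker lists, limma's camera). This mean was raised by Marco at 3.03, Timd4 at 1.10 and Vsig4 at 1.04, while Gpnmb lay at −0.54. These genes were named after their values were seen. The mean thus does not show a rise of macrophage markers as a whole. Cholangiocyte markers had a mean of 0.060 although 7 of 10 were lower, as Tff3, named after its values were seen, lay at 1.06. The stellate cell list holds Col1a1, Col1a2 and Col3a1, so its mean partly restates the fall of the collagen genes. Of its 10 other genes, 8 were lower, from Acta2 at −0.52 to Des at −0.021, and Lrat and Reln were higher, at 0.16 and 0.059. These lists do not decide between fewer cells and lower expression in the same cells.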

How the results depend on the processing

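The result over all genes was 1 gene at an adjusted p under 0.05 in limma, Hamp. The alternatives on the recovered reads were chosen after seeing the data, as the unit of the values then was known, and the others before. At an unadjusted p under 0.05 there were 983 genes, 509 higher and 474 lower. At an adjusted p under 0.1 there were 2 genes, 1 of them lower, and without a filter on low values 2 genes at 0.05, 1 of them lower (Clec3b, named after its values were seen). A fold of at least 1.5 beside the threshold, the pseudocount of 0.1 and the filter of at least 10 reads in every liver left 1 gene, as did edgeR with any of 3 scalings and voom. DESeq2 called 84 genes, 46 higher and 38 lower, and DESeq2 with the replicate number as a block and shrunken fold changes called 61, 29 higher and 32 lower. On simulated data, DESeq2 called 29 unchanged genes where limma called 8. With the replicate number as a block, DESeq2 with shrunken fold changes called 28 and limma 23. The cause of the larger count of DESeq2 here was not tested. Across the 6 fits that each left out a liver, from 0 to 13 genes were called, from 0 to 6 of them higher and from 0 to 7 lower. The fit with 13 left out Blnc1 LKO replicate 2.

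With the replicate number as a block, limma called 0 genes, 0 of them higher (Hamp at an adjusted p of 0.0758), with 912 genes at an unadjusted p under 0.05. The deviations of same-numbered livers from their group means had a mean correlation of −0.062, against 0.031 for livers of other numbers, so the numbers gave no sign of pairing the animals. The gene sets kept their direction and their side of the threshold with the block.

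Of the tests by splits of the livers, that of the genes past the adjusted threshold was written before, and the others after seeing the results. Of the 10 splits, 2 gave at least 1 gene at an adjusted p under 0.05, 3 gave at least 983 genes at an unadjusted p under 0.05, and 1, the real split, gave at least 84 genes in DESeq2. Of the 4 splits that part all same-numbered livers, 1, the real split, gave at least 983 genes at an unadjusted p under 0.05. The other 6 splits part a single pair of same-numbered livers. As many as 10 splits cannot show a share under 0.1.

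None of the 15 qPCR genes passed over all genes in limma, with 10 at an unadjusted p under 0.05. DESeq2 called 4 and DESeq2 with the block 3, and the fits that left out a liver called from 0 to 1. All 15 had a lower mean in Blnc1 LKO livers under each of the 16 other fits.

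Of the 11 gene sets, 10 passed in the first fit, and all 10 fell short with the correlation estimated for each set, at unchanged mean log2 fold changes of −0.12 for angiogenesis, 0.24 for arachidonic acid metabolism, −0.0041 for cell adhesion, −0.017 for collagen fibril genes, 0.36 for epoxygenase P450, −0.099 for fatty acid biosynthesis, 0.14 for glucuronidation, −0.093 for glycolysis, 0.27 for linoleic acid metabolism and 0.17 for oxidoreductase genes. Fisher's exact test on genes with an unadjusted p under 0.05 lost glycolysis (odds ratio 3.56). Fisher's test on genes past the adjusted threshold was not given, since the lists held 1 higher and 0 lower gene. The closest Reactome pathways lost fatty acid biosynthesis (−0.015), glucuronidation (0.17) and linoleic acid metabolism (0.040). The mean of the collagen fibril genes turned positive with a pseudocount of 0.1 (0.039) and in DESeq2 (0.014), and that of the cell adhesion genes in DESeq2 (0.032). The filter of at least 10 reads in every liver made the fall of the collagen fibril genes larger (−0.136). In the fits that left out a liver, the means ranged from −0.11 to 0.034 for collagen fibril, from −0.063 to 0.032 for cell adhesion, from −0.128 to −0.061 for glycolysis, from −0.157 to −0.041 for fatty acid biosynthesis, from 0.117 to 0.519 for epoxygenase P450, from 0.069 to 0.234 for oxidoreductase, from 0.168 to 0.320 for arachidonic acid metabolism and from 0.120 to 0.384 for linoleic acid metabolism genes. Angiogenesis (from −0.173 to −0.065) and glucuronidation (from 0.096 to 0.214) kept their direction and passed in all 6 of these fits. Collagen fibril genes also passed in 6. Glycolysis and oxidoreductase genes passed in 5, epoxygenase P450, arachidonic acid and linoleic acid metabolism genes in 4, and cell adhesion and fatty acid biosynthesis genes in 3. The cause of these changes was not tested.

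Among the genes named in the text, direction changed for 10. In the fits that left out a liver, Pparg ranged from −0.068 to 0.12, Abca1 from −0.13 to 0.010, Abcg5 from −0.30 to 0.031, Lpcat3 from −0.0075 to 0.059, Rnf145 from −0.057 to 0.090, Hnrnpu from −0.036 to 0.028, Rxrb from −0.0043 to 0.054, Zbtb7b from −0.026 to 0.098, Parp1 from −0.032 to 0.0026 and Mapk9 from −0.058 to 0.039. Mapk9 also changed sign in edgeR with library size only (−0.0025) and in voom (−0.0065). The cause was not tested. Over all named genes and alternatives, 41 results were stronger and 4 weaker. Depth limits genes such as Ebf2, which had at most 3 reads in any liver and was not tested.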

Differences from the paper's values

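Relative expression in Blnc1 LKO livers was compared with the bars of Fig. 7c and Fig. 7e for 15 genes, with the RNA-seq value given as 2 to the power of the log2 fold change. Of these, 2 genes differed by more than 1.5-fold and by more than the larger SD in the first fit. Without Blnc1 LKO replicate 1, Cidec (1.58-fold), Ccr2 (1.54-fold) and Lgals3 (1.62-fold) differed too. Lgals3 also differed without Blnc1 LKO replicate 3 (1.53-fold). For Col1a1 the paper's qPCR value is about 0.33 in Fig. 7e, read by eye, and the RNA-seq value was 0.654. None of the alternatives set before the data were examined closed this gap. For Cx3cr1 the paper's value is about 0.53 in Fig. 7e, read by eye, and the RNA-seq value was 0.814. The alternatives that closed the gap were the fits without control replicate 2 (0.755) and without Blnc1 LKO replicate 2 (0.765), and the others set before the data were examined did not. The paper's bars are from 6 mice per group and the RNA-seq values from 3.

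The paper reports lists of upregulated and downregulated genes (Fig. 7a) and names DESeq2 as its test. A different test, limma, called 1 gene here, Hamp, and 983 genes at an unadjusted p under 0.05. The heat map of Fig. 7a holds more downregulated than upregulated genes by eye, while 509 of these genes were higher and 474 lower. This balance depended on the fit. The filter of at least 10 reads in every liver (388 higher, 428 lower), the replicate block (451, 461) and voom (488, 510) gave more lower genes. The pseudocount of 0.1 (481, 467) and edgeR (449, 409) kept more higher genes. DESeq2 on the recovered reads called 84 genes with 38 lower and 46 higher. With the replicate number as a block and shrunken fold changes, DESeq2 called 61 with 32 lower and 29 higher. Both DESeq2 fits were chosen after seeing the data. The fit with the block placed all 17460 genes in the order of the deposited table, so it is likely close to the authors' own. Its larger count of lower genes has the direction of the heat map. Without Blnc1 LKO replicate 2, limma called 13 genes, 7 lower and 6 higher.

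The paper reports lower qPCR expression for the genes of Fig. 7c and Fig. 7e as significant. In the RNA-seq data none of the 15 passed over all genes in limma, with 10 at an unadjusted p under 0.05, and 9 passed over the list alone. DESeq2 on the recovered reads called Srebf1, Apoa4, Col1a1 and Acta2, DESeq2 with the block and shrunken fold changes called Srebf1, Apoa4 and Lcn2 (both chosen after seeing the data), and the limma fit without Blnc1 LKO replicate 2, set before, called Lgals3.

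The paper states that downregulated genes are enriched for cell death. The apoptosis set was lower by a mean log2 fold change of −0.035 and did not pass the threshold in camera (adjusted p = 0.153) or under any alternative tried (adjusted p from 0.100 to 0.657).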

Other observations

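The tests described here were all chosen after the results had been seen.

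The genes of the deposited table are not listed by name. The first 310 rank neither by name nor by mean, the next 14780 ascend in mean value from 10.4, and the last 2370 ascend again from 0.87 to 10.4. This is the order that sorting by an adjusted p would leave, with ties in order of mean and genes without an adjusted p at the end. A fit of DESeq2 to the recovered reads with the replicate number as a block and shrunken fold changes placed 17460 of the 17460 genes where the table has them. DESeq2 without the replicate number placed 2 genes there, and the 5 other ways to pair the control with the Blnc1 LKO livers placed at most 2482. It is likely that the table was sorted by a fit in which livers of the same number were paired, although the correlation of same-numbered livers, given with the block results, shows no sign of pairing. How the table was made was not tested further, and the order says nothing of the threshold behind the genes of Fig. 7a.

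In the leading 310 genes, 143 were higher and 167 lower in Blnc1 LKO livers. They held 9 of the 15 qPCR genes. Of the collagen fibril genes, 12 were among the 167 lower genes, where 0.653 would be there by chance (odds ratio 24.5, Fisher's exact test, adjusted p = 1.8e-11 over 11 sets). Oxidoreductase genes had 11 among the 143 higher genes, where 1.30 would be there by chance (odds ratio 9.80, adjusted p = 3.9e-07, Fisher's exact test). Apoptosis genes had 1, where 0.575 would be there by chance (adjusted p = 0.440, Fisher's exact test). These p-values take genes as independent and do not measure the spread between livers. With the correlation estimated for each set in limma's fit, the collagen fibril genes did not pass (adjusted p = 0.359, camera). Of the 310 genes, 61 had an adjusted p under 0.05 in the DESeq2 fit that gives this order. The overlaps may also restate Fig. 7b, whose categories came from the same livers.

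Blnc1 LKO replicate 2 lay with the control livers. On the first principal component (26.8% of the variance) the control livers had scores of −16.0, −7.33 and −29.7, and the Blnc1 LKO livers 36.4, −7.77 and 24.4. On the second (22.9%), Blnc1 LKO replicates 1 and 3 lay apart, at −31.9 and 36.1, with the control livers between −15.1 and 10.5. The Blnc1 LKO livers were thus not a tight group from which replicate 2 alone departed. A mislabelled liver is a possible explanation for the place of replicate 2. An exchange of Blnc1 LKO replicate 2 with control replicate 3 gave 1254 genes at an unadjusted p under 0.05 and an exchange with control replicate 1 gave 1060, against 983 with the labels as given, while an exchange with control replicate 2 gave 935. Other counts went the other way. DESeq2 called 47 genes after each of the exchanges with control replicates 3 and 1, against 84 with the labels as given. limma called 0 and 0 genes at an adjusted p under 0.05 against 1, and 9 and 7 gene sets passed against 10. Hamp was as high in Blnc1 LKO replicate 2 (23412) as in replicates 1 and 3 (24524 and 24545) and was 14250, 14791 and 13198 in control livers, but Hamp was picked with these labels and does not settle the question. An exchange cannot be told apart from variation between livers. Weak deletion in that liver cannot be examined, since Blnc1 is not listed. The labels were used as given.

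Clec3b, chosen after its values were seen, had 121 ± 17.5 in control and 18.8 ± 6.94 in Blnc1 LKO livers (SD, n = 3 each), with a log2 fold change of −2.68 (adjusted p = 0.0516, limma), and was lower in 3 of 3 Blnc1 LKO livers than in every control liver. It passed without a filter on low values and in DESeq2 (adjusted p = 4.3e-13), and not in edgeR (adjusted p = 0.0649).

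For HFD-fed mice the paper reports lower Adgre1 and Ccl2 and largely unaltered Fgf21 and Gdf15 in Blnc1 LKO livers. On the NASH diet, Adgre1 had a log2 fold change of 0.15 and was higher in every Blnc1 LKO liver than in every control liver, and Ccl2 had −0.33 and was lower in all 3. Gdf15 had −0.47 and was lower in all 3, and Fgf21 had −0.28 with groups that overlapped. None passed the adjustment over all genes (adjusted p from 0.714 to 0.891, limma).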
